# Time Is of the Essence—Early Activation of the Mevalonate Pathway in Apple Challenged With Gray Mold Correlates With Reduced Susceptibility During Postharvest Storage

**DOI:** 10.3389/fmicb.2022.797234

**Published:** 2022-05-12

**Authors:** Matthias Naets, Wendy Van Hemelrijck, Willem Gruyters, Pieter Verboven, Bart Nicolaï, Wannes Keulemans, Barbara De Coninck, Annemie H. Geeraerd

**Keywords:** *Botrytis cinerea*, *Malus* × *domestica (Borkh)*, mevalonate (MVA) pathway, ethylene, phytopathology, RNAseq, hot water dipping

## Abstract

Apple is typically stored under low temperature and controlled atmospheric conditions to ensure a year round supply of high quality fruit for the consumer. During storage, losses in quality and quantity occur due to spoilage by postharvest pathogens. One important postharvest pathogen of apple is *Botrytis cinerea*. The fungus is a broad host necrotroph with a large arsenal of infection strategies able to infect over 1,400 different plant species. We studied the apple-*B. cinerea* interaction to get a better understanding of the defense response in apple. We conducted an RNAseq experiment in which the transcriptome of inoculated and non-inoculated (control and mock) apples was analyzed at 0, 1, 12, and 28 h post inoculation. Our results show extensive reprogramming of the apple’s transcriptome with about 28.9% of expressed genes exhibiting significant differential regulation in the inoculated samples. We demonstrate the transcriptional activation of pathogen-triggered immunity and a reprogramming of the fruit’s metabolism. We demonstrate a clear transcriptional activation of secondary metabolism and a correlation between the early transcriptional activation of the mevalonate pathway and reduced susceptibility, expressed as a reduction in resulting lesion diameters. This pathway produces the building blocks for terpenoids, a large class of compounds with diverging functions including defense. 1-MCP and hot water dip treatment are used to further evidence the key role of terpenoids in the defense and demonstrate that ethylene modulates this response.

## Introduction

Apple (*Malus* × *domestica* Borkh.) is the third most produced fruit with a global total of about 83 million tons in 2017 (Food and Agriculture Organization [FAO], 2019). It is a seasonal fruit harvested in autumn and subsequently stored under low temperature and controlled atmospheric conditions to ensure year round supply of high quality fruit. During this storage, part of the fruit is lost due to spoilage by postharvest pathogens. An exploratory study we conducted for commercially grown and managed “Nicoter” apple found that the model necrotroph *Botrytis cinerea* had the third highest incidence (Naets et al., 2020).

*B. cinerea*, commonly known as gray mold, has a host range spanning over 1,400 species (Elad et al., 2016). A survey about fungal phytopathogens held by the journal *Molecular Plant Pathology* among researchers in the field considered *B. cinerea* the second most important fungal pathogen (Dean et al., 2012). Being a necrotroph, *B. cinerea* kills host cells for nutrition using a diverse arsenal of cell wall degrading enzymes (CWDEs), toxins and effectors. The fungus manipulates the plant’s defense response in his favor, inducing the hypersensitive response (HR) and programmed cell death (PCD), while suppressing other defense responses (Govrin and Levine, 2002; González et al., 2016).

Plants are under continuous threat of opportunistic and pathogenic microorganisms. During evolution, plants developed several mechanisms to recognize these attackers and mount a defense response. Recognition starts by surface-localized pattern recognition receptors (PRRs) or receptor-like proteins (RLPs) that bind well conserved microbe-associated molecular patterns (MAMPs) or damage-associated molecular patterns (DAMPs); the latter are formed from the plant itself by for instance breakdown of the cell wall. Recognition of MAMPs/DAMPs results in a signaling cascade that triggers innate immunity known as pathogen-triggered immunity (PTI) (Jones and Dangl, 2006; Boller and Felix, 2009). To circumvent PTI, pathogens can secrete effectors that prevent perception of MAMPs/DAMPs, e.g., ligands that bind chitin oligomers, or interfere with downstream signaling. This then results in effector-triggered susceptibility (ETS). As an answer to ETS, plants have evolved to recognize pathogen effectors through resistance (R) proteins, which are often nucleotide-binding leucine-rich repeat (NB-LRRs) proteins. Recognition of effectors then results in effector-triggered immunity (ETI), which often leads to cell death through the HR (Jones and Dangl, 2006; Boller and Felix, 2009). This classical zig-zag model does not hold for broad host necrotrophs (BHNs) such as *B. cinerea*, however. In this case, defense is quantitative (varying levels of susceptibility depending timing and intensity of an array of defense mechanisms) and variations in the level of susceptibility between species are thought to be linked to differences in innate immunity (Mengiste, 2012; Windram et al., 2012).

Most of this knowledge was established in model systems such as *Arabidopsis*, but a lot less research has been conducted on non-model systems. Transferring this knowledge becomes even trickier when studying fruit where for instance ethylene (ET) could have a dual role in defense and ripening. Still, understanding the defense response in fruit is fundamental, because losses due to pathogens can have an important economic impact.

Global transcriptome expression studies of domesticated apple have been carried out previously to investigate the interaction with the necrotrophic fungal pathogen *Pencillium expansum* (Vilanova et al., 2014; Ballester et al., 2017). Comparison with the incompatible *P. digitatum* showed that detoxification of reactive oxygen species (ROS) and upregulation of phenylpropanoid biosynthesis pathway play a crucial role (Vilanova et al., 2014). Comparing the response with that of the resistant *M. sieversii* demonstrated that a rapid activation of defenses could be a determinative factor in the outcome (Ballester et al., 2017).

In the current work, we wanted to deepen the knowledge about the defense response of apple. To this end, we present here the first global transcriptomic study of the *M.* × *domestica*-*B. cinerea* interaction in which we demonstrate the activation of PTI and secondary metabolism. We were able to correlate gene expression with infection success and thereby providing evidence for the importance of the early transcriptional activation of the mevalonate pathway that provides precursors for terpenoid biosynthesis. We further strengthen the case for the key role of terpenoids in defense through the use of 1-MCP and hot water dip (HWD) treatments, and demonstrate that ET plays a modulating role in this response.

## Materials and Methods

### Plant and Fungal Material

Apples of cultivar “Jonagored” (an economically important variety in Flanders) were harvested randomly at commercial maturity according to guidelines by the Flanders Centre of Postharvest Technology on 26 September 2016 from a field in Rillaar (Beglium, 50.963293°N, 4.879464°E). The trees were planted in the winter of 2014 and were grafted onto an M9 rootstock. The plant density was 1.5 m by 3.75 m. A standard integrated pest management schedule was followed, except that 1 month prior to harvest no fungicide treatments were carried out. Harvested fruit were stored at 1°C with regular atmosphere (RA) until 29 September 2016 when atmospheric conditions were changed to controlled atmosphere (CA; 1% O_2_ and 2.5–3.0% CO_2_). The experiment was started after a total of about 15 w of storage. Apples were transferred to 22°C with RA 1 day prior to the start of the experiment. The apples used in the experiment had an average mass of 266 ± 6.1 g (mean ± se, *n* = 108) and respiration rate of 159 ± 7.4 nmol kg^–1^ s^–1^ (mean ± se, *n* = 5). Other quality measures are given in Table 1 and indicate that apples had not ripened much since harvest where respiration rate was similar at levels of 165 ± 9.7 nmol kg^–1^ s^–1^ (mean ± se, *n* = 10). Fruit were not disinfected as our previous research indicated that this could result in a physiological response and damage to the fruit surface, both of them potentially able to bias the study results (Naets et al., 2018).

**TABLE 1:** Average firmness, total soluble solids (TSS) content and hue of the batch of “Jonagored” apples at harvest (26 September 2016) and the start of the experiment (12 January 2017).

Side	Firmness (N)	TSS (%)	Hue (°)
**Harvest**			
Shadow	84 ± 3.6	15.4 ± 0.38	79 ± 3.5
Sun	88 ± 1.8	16.6 ± 0.31	
**Start of experiment**			
Shadow	94 ± 2.7	16.5 ± 0.24	87 ± 2.6
Sun	98 ± 2.2	17.5 ± 0.23	

*Errors denote the standard error of the mean (Harvest: n = 20, Start of experiment: n = 15).*

A *B. cinerea* B05.10 isolate was kindly provided by Julia Schumacher (Institut für Biologie and Biotechnologie der Pflanzen). The fungus was cultured on potato dextrose agar in the dark. After 5–7 days when the colony reached the periphery of the petri dish the culture was exposed to near-UV light overnight to induce sporulation and subsequently put back in the dark for another 5–7 days. Spores were harvested by flooding the plates with 5 mL of sterile distilled water. The suspension was filtered through glass wool and washed twice with 12 g L^–1^ potato dextrose broth (PDB) in order to remove any remaining mycelia. Finally, the spore concentration was adjusted to 10^6^ conidia mL^–1^.

### RNAseq Experiment

Three wounds were made on the shadow side of the fruit at its equator with a depth of 10.5 mm and a diameter of 1.8 mm. This method had been shown to give reproducible infections. The side of the fruit was arbitrary, but important to fix, because previous research of us showed that the side of the fruit could have an effect on susceptibility to *B. cinerea* (Naets et al., 2019). Each wound was inoculated with either 2 μL of the spore suspension (which will be denoted as *B. cinerea* inoculated) or 12 g L^–1^ PDB (mock inoculated). The control consisted of samples from non-treated fruit (not wounded, not inoculated). The middle one of the three inoculated spots was sampled at specific time points post inoculation using a cork borer of size 8 (13.75 mm diameter). Samples were cut off at a depth of 15 mm and were immediately quenched in liquid nitrogen. The two outer spots were not sampled and, in the case of *B. cinerea* inoculated spots, were evaluated for lesion diameter 96 hpi (hours post inoculation) using a digital caliper. An example of a sampled apple at 96 hpi is given in Supplementary Figure 1.

Fruits were not treated (control), mock or *B. cinerea* inoculated. Immediately within the first 5 min after treatment (0), at 1, 12, and 28 hpi three biological replicates (apples) were sampled. This experiment was carried out in triplicate, thus giving 3 independent experiments with each 3 biological replicates per treatment per time point. The total number of samples available for sequencing was thus 36 (3 treatments ×x 3 replicates × 4 time points). Additionally, for the samples taken at 28 hpi, five biological replicates from each treatment were analyzed for metabolic changes by GC-MS and LC-MS to confirm transcriptomic results. The time point of 28 hpi was the earliest one where measurable differences in metabolite levels could reasonable be expected.

### RNA Extraction and Sequencing

Total RNA was extracted by adding 800 μL of CTAB extraction buffer (2% CTAB, 2% PVP40, 100 mM Tris-HCl (pH8), 25 mM EDTA, 2 M NaCl, 0.5 g L^–1^ spermidine, 1% β-mercaptoethanol) to 150–200 mg finely crushed tissue sample. Subsequently, 80 μL N-laurylsarcosine sodium salt (20%) and a glass bead were added, and the mixture was incubated for 10 min in a thermomixer set at 70°C and 1,400 rpm. Next, 900 μL chloroform:isoamylalcohol (24:1) was added and the samples were centrifuged at 21,500 G and 22°C for 10 min. The supernatant was transferred to the gDNA eliminator spin column of the RNeasy Plus Mini kit from Qiagen (Manchester, United Kingdom). From here on, the manufacturer’s guidelines for the kit were followed. Quality and concentration of the extracts were verified using a NanoDrop™ 2,000 (Leusden, Netherlands) and by gel electrophoresis. Equal amounts of RNA were pooled across experiments to obtain three unique replicates per treatment per time point. The pooled RNA was precipitated by adding 2 vol 100% ethanol and 0.1 vol 3 M sodium acetate (pH5.2–5.5), incubating at -80°C overnight, and centrifugating at 21,500 G. The precipitate was washed twice with 70% ethanol before being resuspended in nuclease free water. All A260/A280 and A260/A230 ratios were above 2. Pooled samples of with at least 4 μg RNA were sent to Polar Genomics (New York, United States) for sequencing. A stranded library was constructed for each sample with fragment lengths of 75 bp, as described by Zhong et al. (2011). Sequencing was performed on an Illumina Nextseq500 platform (San Diego, United States). Generated reads were cleaned up and subsequently aligned to the “Golden Delicious” (“Jonagold” is a cross of “Jonathan” and “Golden Delicious”, and “Jonagored” is a color mutant of “Jonagold”) apple genome (Daccord et al., 2017) and *B. cinerea* genome (Van Kan et al., 2017).

### RNAseq Analysis

Statistical analysis was carried out in R (R Development Core Team, 2011). Differential expression analysis was performed using the DESeq2 package (Love et al., 2014). For each time point, differentially expressed genes (DEGs) were identified for the comparison of *B. cinerea* inoculated with control, and *B. cinerea* inoculated with mock inoculated fruit. DEGs were filtered for those showing at least twofold up or downregulation and subsequently filtered for those that were differentially regulated in both comparisons. The resulting DEGs were considered significantly differentially expressed. Heat maps for a specific enzyme were created from all genes coding for isozymes exhibiting significant differential expression on at least one time point by taking a weighted mean of the log_2_ fold change (LFC) as described by the following formula.

$$L\,F\,C=\frac{\sum_{i}\left[\left|d_{i\,1}+d_{i\,2}\right|\cdot L\,F\,C_{i}\right]}{\sum_{i}\left|d_{i\,1}+d_{i\,2}\right|}$$

In this formula *d*_*i1*_ and *d*_*i2*_ are the difference in expression in transcripts per million (TPM) for the *i*-th isozyme between *B. cinerea* inoculated and control and *B. cinerea* inoculated and mock inoculated fruit, respectively.

### Enrichment Analysis

Enrichment of specific functions was analyzed using significant DEGs as test set, and all genes exhibiting at least 1 TPM on average in control and mock inoculated samples were used as reference. Gene ontology (GO) enrichment analysis was carried out in BLAST2GO (Götz et al., 2008). Additionally, enrichment of pathways listed on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Kanehisa, 2000) was tested. Enrichment of KEGG database pathways was scripted in R by mapping genes to their pathways, performing a Fisher exact test for each pathway, and correcting the *p*-values for multiple hypothesis testing using the Benjamini-Hochberg procedure.

### Gas Chromatography Mass Spectrometry

Ground apple samples (15 appels, 28 hpi) were extracted with 1 mL of methanol at room temperature for 2.5 h, followed by centrifugation. Under vacuum, 450 μL of the supernatant was evaporated to dryness, and the obtained residue was derivatized for gas chromatography mass spectrometry (GC-MS) analysis by adding 10 μL of pyridine and 50 μL of N-Methyl-N-(trimethylsilyl) trifluoroacetamide (Sigma-Aldrich, Saint Louis, MO, United States). GC-MS analysis was carried out using a 7890B GC system equipped with a 7693A Automatic Liquid Sampler and a 7,250 Accurate-Mass Quadrupole Time-of-Flight MS system (Agilent Technologies, Santa Clara, CA, United States). 1 μL of the sample was injected in splitless mode with the injector port set to 280°C. Separation was achieved with a VF-5 ms column (30 m × 0.25 mm, 0.25 μm; Varian CP9013; Agilent Technologies) with helium carrier gas at a constant flow of 1.2 mL min^–1^. The oven was held at 80°C for 1 min post-injection, ramped to 280°C at 5°C min^–1^, held at 280°C for 5 min, ramped to 320°C at 20°C min^–1^, held at 320°C for 5 min, and finally cooled to 80°C at 50°C min^–1^ at the end of the run. The MSD transfer line was set to 280°C and the electron ionization energy was 70 eV. Full EI-MS spectra were recorded between m/z 50–800 at a resolution of > 25,000 and with a solvent delay of 7.8 min. The resulting GC-MS chromatograms were converted to SureMass format, deconvoluted, and metabolites corresponding to the deconvoluted spectra were identified using the MassHunter Unknowns Analysis software package (Agilent Technologies) and the NIST 17 mass spectral library. A match factor of 75.0 was used as cut-off for compound identification. For each metabolite, a unique quantifier ion was chosen and used for quantification using the MassHunter Quantitative Analysis (for Q-TOF) software package (Agilent Technologies). In total, 285 metabolites were detected and quantified, of which 117 (41%) were identified based on their EI-MS spectra. Data post-processing was done with MetaboAnalyst 3.0.

### Liquid Chromatography Mass Spectrometry

The ground apple samples were extracted with 1 mL of methanol at room temperature for 2.5 h, followed by centrifugation. Under vacuum, 450 μL of the supernatant was evaporated to dryness, and the obtained residue was re-suspended in 100 μL cyclohexane/100 μL MilliQ water. The samples were centrifuged, and 90 μL of the lower water phase was transferred to a 96-well plate for LC-MS analysis. LC-MS analysis was performed on an ACQUITY UPLC I-Class system (Waters) consisting of a binary pump, a vacuum degasser, an autosampler, and a column oven. Chromatographic separation was carried out on an ACQUITY UPLC BEH C18 (150 × 2.1 mm, 1.7 μm) column from Waters, and temperature was maintained at 40°C. A gradient of two buffers was used: buffer A (99:1:0.1 water:acetonitrile:formic acid, pH 3) and buffer B (99:1:0.1 acetonitrile:water:formic acid, pH 3), as follows: 95% A for 0.1 min decreased to 50% A in 30 min, decreased to 0% from 30 to 41 min. The flow rate was set to 0.35 mL min^–1^, and the injection volume was 15 μL. The UPLC system was coupled to a Synapt G1 Q-TOF hybrid mass spectrometer (Waters). The LockSpray ion source was operated in negative electrospray ionization mode under the following specific conditions: capillary voltage, 3 kV; reference capillary voltage, 2.5 kV; cone voltage, 37 V; extraction cone, 3.5; source temperature, 120 °C; desolvation gas temperature, 400 °C; desolvation gas flow, 550 L h^–1^; and cone gas flow, 50 L h^–1^. The collision energy for full MS scan was set at 6 eV, for DDA MSMS ramped from 10 to 20 eV for low mass and from 20 to 45 eV for high mass. Mass range was set from 100 to 1,200 Da. Nitrogen (greater than 99.5%) was employed as desolvation and cone gas. Leucin-enkephalin (250 pg μL^–1^ solubilized in water:acetonitrile 1:1 [v/v], with 0.1% formic acid) was used for the lock mass calibration, with scanning every 1 min at a scan time of 0.1 s. Centroid data were recorded through Masslynx Software v4.1 (Waters). Data processing was performed with Progenesis QI software version 2.4 (Waters), data post-processing was done with MetaboAnalyst 3.0.

### 1-Methylcyclopropene and Hot Water Dipping Experiments

Apples from the same trees as the RNAseq experiment were harvested on 18 September 2018 and were either dipped the same day in water of 50°C for a duration of 5 min (HWD5) or exposed the next day to 625 nL L^–1^ 1-methylcyclopropene (1-MCP) at 1°C for 24 h. Fruit were subsequently transferred to the same CA conditions as described above. At regular time points, a sample of fruit was taken out of CA storage to carry out an inoculation experiment as described above. Samples for gene expression analysis were taken from both the sun and shadow side of non-inoculated fruit at harvest and after 29 w of CA storage for HWD5 treatment, and after 12 and 29 w of CA storage for 1-MCP treatment. It was decided to take two time points to evaluate if the fruit response diminished over time. Samples were taken with a cork borer of size 8 (13.75 mm diameter) and were divided into peel (0–3 mm) and flesh (4–15 mm) tissue.

### Quantitative Reverse Transcription Polymerase Chain Reaction

cDNA was synthesized using the Quantitect Reverse Transcription kit (Qiagen, United Kingdom) following the manufacturer’s specifications. RT-qPCR reactions were carried out with SsoAdvanced™ Universal SYBR Green Supermix (Bio-rad, Belgium) and cycling settings: 95°C for 10 min followed by 40 cycles of 95°C for 10 s and 63°C for 30 s. As a reference we used ubiquitin-conjugating enzyme E2 (*UBC*) which was shown to have a stable expression in apple under a plethora of postharvest conditions (Storch et al., 2015). Primer sequences used are listed in Supplementary Table 1.

### Temperature Simulations

Thermal simulations of heating and cooling of a single apple were performed in ANSYS 19.0 CFX (ANSYS, Inc., Canonsburg, Pennsylvania, United States). Fourier’s second law of transient conduction was solved with constant uniform thermal properties. The thermal conductivity, specific heat and density of apple were 0.3972 W m^–1^ K^–1^, 3,455 J kg^–1^ K^–1^ and 800 kg m^–3^, respectively (Gruyters et al., 2018). For heating in water, it was assumed that the surface heat transfer coefficient was infinitely large, such that a Dirichlet boundary condition with a constant surface temperature of 50°C was implemented. During the cooling in air at 20°C, it was assumed that the surface heat transfer coefficient was 20 W m^–2^°C^–1^. The model equations were solved on the geometry of a “Jonagold” apple (a mutant of “Jonagored” for which a geometry was available) with an approximate diameter of 7 cm, of which a CAD surface was generated based on an X-ray computed tomography scan (Gruyters et al., 2018). A tetrahedral finite volumes mesh with 118,221 elements and 22,505 nodes was used for the numerical solution of the model in ANSYS. Transient simulations were performed with a second order backward Euler scheme with a time step of 10 s during heating and 30 s during cooling. The iterative convergence criterion was 10^–7^ RMS of the residual of the energy equation with a maximum of 10 iterations per time step. CPU time was 3 min 30 s for 5 min of heating on an Intel Xeon CPU E5-2630 0 @ 2.30 GHz. The following conditions were simulated: heating in water for 3, 4 and 5 min at 50°C, each time followed by air cooling at 20°C for 1 h.

## Results

### RNA Sequencing

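Apple tissue from the middle of 3 spots was sequenced in 36 pooled libraries, 3 for each of 3 treatments at 0, 1, 12 and 28 hpi. Control apples were neither wounded nor inoculated, mock inoculated wounds received potato dextrose broth alone, and *Botrytis* inoculated wounds received conidia of *B. cinerea* in this broth. The RNA of a library was pooled in equal amounts from 3 independent experiments, so the replicates are pools and not single apples. The authors removed low-quality, poly A/T, ribosomal and other unwanted reads, aligned the rest to the Golden Delicious apple genome and deposited the number of reads of each gene without normalization. The paper's text does not name the aligner or the counting tool, nor how reads shared by similar genes were counted. The counts of a library came to between 98.4 and 100.9 per 100 reads listed as mapped to apple in Supplementary Table 2. At 0 hpi, the total counts ranged from 8906258 to 13437078 (median 9027463) in *Botrytis* inoculated, from 7131595 to 11414524 (median 8709682) in mock inoculated and from 13651675 to 15757802 (median 14800793) in control samples. The corresponding ranges at 1 hpi were 6678242 to 12282339 (median 7095379), 6367839 to 7310446 (median 7138217) and 4903607 to 8100503 (median 7185974). At 12 hpi they were 8444078 to 12524960 (median 8446231), 7939975 to 8732629 (median 8699135) and 7259408 to 7685290 (median 7344171). At 28 hpi they were 6762761 to 9578499 (median 6811369), 8283686 to 41516474 (median 13283067) and 32317409 to 37536849 (median 36390240). The share of reads removed as poly A/T divides the libraries into 15 with at most 0.09% and 21 with at least 0.52%. All *Botrytis* inoculated samples of 28 hpi belong to the 21 and all controls of 28 hpi to the 15, while 1 mock inoculated sample of 28 hpi belongs to the 21 and 2 belong to the 15. A total of 27120 genes with enough counts were tested with edgeR's quasi-likelihood test, with TMM factors and 1 group for each treatment and time point over the 36 libraries. DEGs are here the genes with a Benjamini-Hochberg adjusted p under 0.05 against both control and mock, in the same direction, and an absolute log2 fold change (LFC) against mock of at least 1. Levels are CPM, counts scaled to a library of 1000000 counts with TMM factors, given as mean ± SD over 3 libraries, and each LFC compares *Botrytis* with mock inoculated samples unless the control is named. The SE of an LFC was derived from edgeR's test, as the absolute LFC divided by the square root of the F statistic. For the named genes, each of 206 DEG calls over the time points had its 3 *Botrytis* inoculated libraries all above or all below its 3 mock inoculated libraries. Many of these genes were named for large changes and only DEG calls were counted, so this separation is not independent evidence. A fold change against a group without any count was bounded with 3 counts over that group, which covers counting error only.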

A total of 506,119,623 reads were generated using an Illumina Nextseq500 platform. After cleanup of the reads, a total of 470,274,412 high quality reads remained, averaging about 13 million reads per sample. An overview of the number of reads per sample and the amounts removed at each cleanup step is given in Supplementary Table 2. On average about 93 and 0.42% of the genes could be mapped to the *M.* × *domestica* and *B. cinerea* genome, respectively. 

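The count table holds apple genes only, so the shares of *B. cinerea* reads come from the read numbers that the paper lists in Supplementary Table 2. Among the *Botrytis* inoculated samples they averaged 0.0268% ± 0.00642 (SD, n = 3) of the clean reads at 0 hpi, 0.0359% ± 0.00487 at 1 hpi, 0.537% ± 0.0733 at 12 hpi and 4.37% ± 2.43 at 28 hpi. The 3 libraries of 28 hpi differed, with 3.67, 7.07 and 2.37%. The highest share in a mock inoculated or control library was 0.0151%, in control replicate 2 of 28 hpi. In the apple counts of the same libraries, the TMM factors computed here were 0.69 to 0.76 for the *Botrytis* inoculated samples of 28 hpi. The 10 most counted genes took between 7.4 and 13.1% of the counts of a library.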

The fraction of reads assigned to *B. cinerea* increased with time after inoculation and reached an average of 4.37% at 28 hpi.

Differential regulation of gene expression was tested using DESeq2 in R (Love et al., 2014). 

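Counting genes called against both control and mock at 1 or more time points, 6350 were higher and 4288 lower in *Botrytis* inoculated samples by edgeR, and 3727 and 1161 of these changed at least 2-fold against mock. At 28 hpi alone, 6337 genes were higher and 4284 lower, of which 3710 and 1161 were DEGs. At 12 hpi, 1625 genes were higher and 11 lower, of which 1214 and 1 were DEGs. These numbers depend on the scaling and on the test: with upper-quartile factors, 4422 genes were higher and 9836 lower at 28 hpi, and with edgeR's glmTreat against a 2-fold change the downregulated DEGs of 28 hpi were 74. Upper-quartile factors also moved the median LFC of all genes tested at 28 hpi from -0.04 to -0.37, so a change of that size in a group of genes depends on the scaling. Every *Botrytis* inoculated library lay above all mock and control libraries of its time point for 1206 of the 1214 upregulated DEGs of 12 hpi and for 3591 of the 3710 of 28 hpi, and below them for 1058 of the 1161 downregulated DEGs of 28 hpi, which were chosen for such differences. At 28 hpi, MD00G1145300 had 89 ± 16.6 CPM in *Botrytis* inoculated samples and no count in mock inoculated samples, so it was at least 1840-fold higher. MD09G1287600 and MD15G1301100 had no count in *Botrytis* inoculated samples of 28 hpi and were at least 4.92-fold and 5.16-fold lower. At 12 hpi, MD04G1134900 and MD13G1011200 had no count in mock inoculated samples and were at least 22.3-fold and 20.2-fold higher. The only downregulated DEG of 12 hpi was MD07G1294800. Its LFC fell by 2.44 (SE 0.75, edgeR adjusted p = 0.04) on 4 counts in *Botrytis* inoculated against 21 in mock inoculated samples. This call was lost with DESeq2 (LFC -2.50), without *Botrytis* inoculated replicate 1 (-2.91), 2 (-2.90) or 3 (-1.70) and without mock inoculated replicate 1 (-2.24) or 2 (-2.24).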

A total of 6,588 genes were identified as significantly upregulated of which 3,876 exhibited a fold change of more than 2 on at least one time point, and a total of 3,616 genes were identified as significantly downregulated of which 899 had a fold change of at least 2 on at least one time point (Table 2).

**TABLE 2:** Differential expression analysis using DESeq2 in R.

Time point (hpi)	*Botrytis* inoculated vs. control	*Botrytis* inoculated vs. mock inoculated	Overlap	Abs (LFC) > 1
0	167 + 60	71 + 5	67 + 0	65 + 0
1	539 + 13	1 + 0	0 + 0	0 + 0
12	2,636 + 316	1,561 + 32	1,501 + 8	1,100 + 0
28	8,016 + 5,830	7,112 + 4,364	6,573 + 3,612	3,863 + 899
Overall (0, 1, 12, 28)	8,199 + 5,981	7,136 + 4,389	6,588 + 3,616	3,876 + 899

*For each time point the number of genes up + downregulated are displayed for the comparison of Botrytis inoculated samples with the control, and Botrytis inoculated samples with mock inoculated samples. Additionally, the number of up + downregulated genes that overlap between those two comparisons is given, and the number of these genes that exhibited an absolute log_2_ fold change of at least 1 compared to mock inoculation. Up + downregulated.*

A principal component analysis (PCA) on the 500 most variable (standard setting of plotPCA function from DESeq2) apple genes after regularized log transformation demonstrates that the replicates had comparable results (Figure 1). Furthermore, plotting of replicate samples against one another (Supplementary Figures 2–5) showed high correlations averaging 98.8 ± 0.001% (se, *n* = 36). This proves the reproducibility of the assay and sequencing technique used.

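In the same analysis on the deposited counts, PC1 held 86.4% and PC2 4.77% of the variance of the 500 most variable genes. For 27 of the 36 libraries, the nearest other library belonged to the same treatment and time point. This number was 22 after a variance-stabilizing transformation and 23 on log2 CPM. Distances between group centres are given in units of the mean distance of a library to the centre of its own group. *Botrytis* and mock inoculated samples were 2.6 units apart at 0 hpi, 1.07 at 1 hpi, 7.02 at 12 hpi and 16.8 at 28 hpi. The distance at 28 hpi depended most on the number of genes and the transformation, with 12 units over the 2000 most variable genes and 11.4 on log2 CPM.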

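Over the 36 pairs of replicates, the median correlation of regularized log counts was 0.998 and the lowest was 0.996, between the mock inoculated samples 2 and 3 of 28 hpi. These correlations run across genes, which are not independent replicates, and they depend on the scale: the median was 0.984 and the lowest 0.976 on log2 CPM. With a variance-stabilizing transformation the median was 0.989, and over genes with at least 10 counts on average it was 0.991.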

**FIGURE 1:**
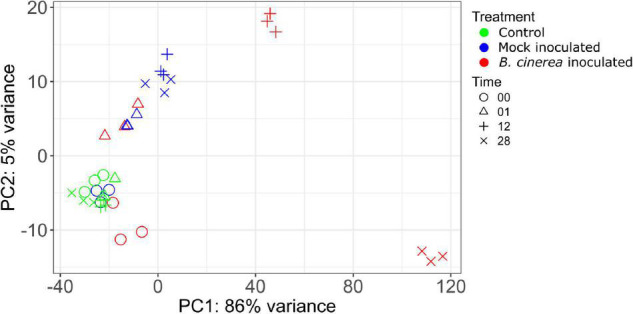
Biplot of a PCA performed on the regularized log transformed counts of the top 500 most variable genes showing the position of each sample on PC1 and PC2.

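In the units of the mean distance of a library to its own group centre, the centres of the control samples of different time points were between 0.979 and 2.05 units apart over the 500 most variable genes. The largest of these distances was between 1 and 28 hpi, and it was 2.24 units over 2000 genes. Mock inoculated samples lay 1.09, 3.34, 4.91 and 5.74 units from the controls of their own time point at 0, 1, 12 and 28 hpi. The *Botrytis* inoculated samples lay 2.89, 3.28, 10.7 and 21 units from them.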

The PCA biplot (Figure 1) shows that control samples of all time points cluster closely together, signifying that control samples did not display transcriptional changes on the same scale as the mock or *Botrytis* inoculated samples for the duration of the experiment. Furthermore, changes due to mock treatment were also much smaller than due to *Botrytis* inoculation. 

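Between mock inoculated and control samples, edgeR called 0 genes at 0 hpi (850 at an unadjusted p under 0.05, and 0 by DESeq2), 525 at 1 hpi, 1009 at 12 hpi and 2305 at 28 hpi. *Botrytis* inoculated samples differed from the control in 195, 530, 3025 and 14041 genes at these time points. The count of 0 hpi rose to 8, 3 or 1 without mock inoculated replicate 1, mock inoculated replicate 2 or control replicate 2. The 2305 genes of 28 hpi fell to 1301 without mock inoculated replicate 2 and to 1378 without control replicate 1, and rose to 4940 without mock inoculated replicate 3. With the poly A/T groups of libraries in the model, 1685 genes differed between mock and control at 28 hpi.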

Samples taken immediately after administering the treatment were designated as 0 hpi, in practice, they were taken about 1–5 min after inoculation. 

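In the *Botrytis* inoculated samples of 0 hpi, 150 genes were higher and 45 lower than in the control, and 62 were higher and 6 lower than in mock inoculated samples. The 62 higher genes were called in both comparisons and were DEGs, with a median LFC of 3.88, or 3.83 with the 5 genes without a mock count at their bound. For 61 of them every *Botrytis* inoculated library lay above all mock and control libraries, though the genes were chosen for being higher than in both. The DEGs were few and depended on single libraries: 36 were called without *Botrytis* inoculated replicate 1 and 35 without mock inoculated replicate 3. Against the control, 76, 118 and 122 genes were called without *Botrytis* inoculated replicate 1, control replicate 1 and control replicate 2. Against mock, 38, 127 and 35 genes were called without *Botrytis* inoculated replicate 1, mock inoculated replicate 1 and mock inoculated replicate 3. The choice that moved the DEGs most was the set of libraries in the model, as 15 were called with only the 9 libraries of this time point. Their levels were low, with a median of 6.76 CPM in *Botrytis* inoculated, 0.368 CPM in mock inoculated and 0.308 CPM in control samples, and 14 of them had at most 2 counts in each mock inoculated library. At 1 hpi their median was 0.29 CPM in *Botrytis* inoculated and 0.446 CPM in mock inoculated samples. At 28 hpi it was 127 CPM and 1.49 CPM.

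**Figure D1:**
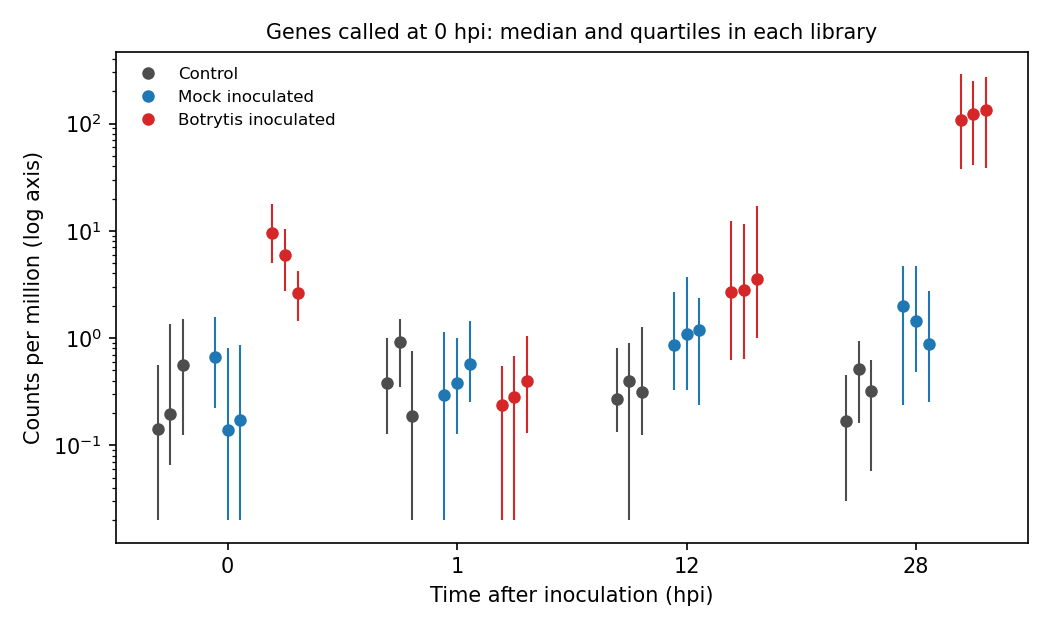
Median and quartiles over the 62 DEGs of 0 hpi of their level in each of the 36 libraries, in CPM on a log axis, where a lower line end at the floor of the axis stands for a quartile of 0. The medians of the *Botrytis* inoculated libraries stand above those of all mock inoculated and control libraries at 0, 12 and 28 hpi and not at 1 hpi.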

The mock inoculated samples of 0 hpi were very similar to the control samples, while the *Botrytis* inoculated samples of 0 hpi were already clearly distinct from the control (Figure 1). This demonstrates that some responses upon pathogen recognition were very rapid. 

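At 1 hpi, 447 genes differed from the control in the same direction in both *Botrytis* and mock inoculated samples, out of 608 that differed in either. Across these 608 genes, the LFCs against the control of the *Botrytis* and of the mock inoculated samples had a correlation of 0.975, and across all genes tested the correlation was 0.789. Both LFCs use the same control libraries, which alone gave a correlation of 0.51 to 0.541 across all genes and 0 shared calls in simulated counts without any difference. The correlation is across genes, which are not independent. At 12 and 28 hpi it was 0.823 and 0.677 across all genes, where the simulated counts gave 0.521 to 0.564 and 0.308 to 0.355.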

Mock and *Botrytis* inoculated samples of 1 hpi lie closely together in the plot, which indicates that the early wound and defense response strongly overlapped. This is reflected in the fact there were no DEGs at 1 hpi.

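Between *Botrytis* and mock inoculated samples of 1 hpi, edgeR called 0 of the 27120 genes, with 1408 at an unadjusted p under 0.05, and DESeq2 called 1. None of the 9 fits that left out 1 library called a gene in this comparison. Against the control, 514 genes were higher and 16 lower in *Botrytis* inoculated samples. The change against mock was not shown to differ between 0 and 1 hpi: edgeR called 0 genes for this difference, with 1906 at an unadjusted p under 0.05, and it called 13, 25 and 1 without *Botrytis* inoculated replicate 3 of 0 hpi, mock inoculated replicate 1 of 0 hpi and mock inoculated replicate 2 of 1 hpi.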

For a more in depth analysis, annotation data was obtained from the Genome Database for Rosaceae (GDR; Jung et al., 2004).^1^ This database contains a list of KEGG ortholog annotations for about 24.6% of the apple genome. This translated to about 19.5% annotation of the expressed genes in our data (mean tpm > 1) and 26.3% of the DEGs. Also a list with GO annotation for 59.2% of the apple genome was obtained. This amounted to 63.5% of expressed genes and 69.2% of the DEGs. In the following when we talk about pathways, we mean the transcriptional regulation of these pathways.

For our analysis, we were guided by the results from an enrichment analysis of GO terms and KEGG pathways (Supplementary Figure 6 and Supplementary Tables 3, 4). This revealed upregulation of secondary metabolism, especially for phenylpropanoids and terpenoids, and a role for hormone regulation. 

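The members that Supplementary Tables 5 and 6 list for each pathway were tested as sets with limma's camera at a preset correlation of 0.01, and p was adjusted over the 36 tests of 9 sets at 4 time points. The GO and KEGG annotation was not used here, and the authors chose these pathways on the same samples, so the set tests and the counts given for families of genes are not independent evidence. The medians given with set tests are differences of log2 CPM with a prior count of 2, not the fitted LFCs. At 28 hpi, the 85 genes of the phenylpropanoid set had a median LFC of 1.88 (adjusted p = 2.8e-09 from limma's camera with Benjamini-Hochberg adjustment), and 60 of them were higher in *Botrytis* inoculated samples. This set is narrower than the list of 101 tested genes that is counted for the pathway further below. The 17 genes of the MVA pathway had a median of 2.41 (limma's camera, adjusted p = 7.9e-11), with 15 of them higher. For 25 JA biosynthesis genes the median was 3.40 (limma's camera, adjusted p = 1.5e-13) and for 8 ET biosynthesis genes 6.95 (limma's camera, adjusted p = 0.001), with 23 and 6 of them higher. All 9 sets kept an adjusted p under 0.05 at 28 hpi with camera at an estimated correlation, where the largest was 0.041. They also passed limma's fry, which tests a set by itself, while camera tests it against all other genes. With 11906 genes called against mock at 28 hpi, passing fry there says little about a single set. At 12 hpi, the adjusted p of these 4 sets was 9.1e-11, 1.4e-15, 4.1e-16 and 9.2e-07 with median LFCs of 0.33, 0.94, 1.24 and 3.17, and each stayed under 0.05 with fry and with an estimated correlation. At 1 hpi none of these 4 sets passed, with adjusted p between 0.093 and 0.99. The phenylpropanoid set at 1 hpi reached 0.016 and 0.025 without *Botrytis* inoculated replicate 1 and mock inoculated replicate 3, and 0.041 with the poly A/T groups of libraries in the model on a median LFC of 0.08. The JA set at 1 hpi reached 0.025 without *Botrytis* inoculated replicate 3. Its direction with all libraries was down, on a median LFC of -0.01 with 11 of 25 genes higher.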

A summary of key responses is given in Figure 2 and Supplementary Table 5 where a distinction is made between recognition, signaling, alteration of gene expression and defense response. Some key aspects will be discussed in brief below.

**FIGURE 2:**
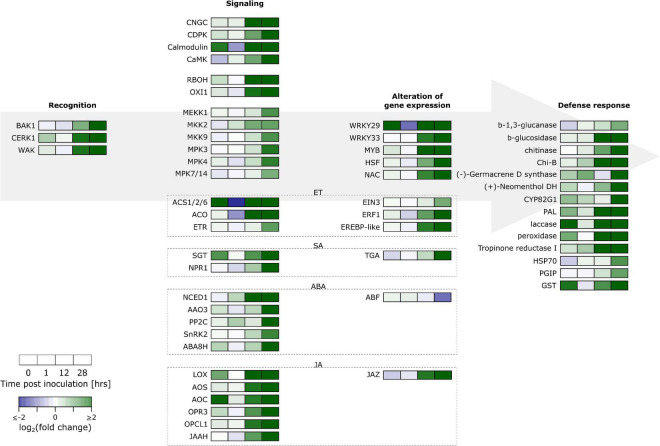
Overview of gene expression responses of “Jonagored” apple to *B. cinerea* inoculation. BAK1, Brassinosteroid insensitive-associated receptor kinase 1; CERK1, Chitin elicitor receptor kinase 1; WAK, Wall-associated kinase-like; CNGC, Cyclic nucleotide gated channel; CDPK, Calcium-dependent protein kinase; CAMK, Ca^2+^/calmodulin-dependent protein kinase; RBOH, Respiratory burst oxidase homolog; OXI1, Oxidative signal-inducible1 serine/threonine-protein kinase; MEKK, Mitogen-activated protein kinase kinase kinase; MKK, Mitogen-activated protein kinase kinase; MPK, Mitogen-activated protein kinase; ACS1/2/6, 1-Aminocyclopropane-1-carboxylate synthase 1/2/6; ACO, 1-Aminocyclopropane-1-carboxylate oxidase; ET, Ethylene; ETR, ET receptor; EIN3, ET-insensitive protein 3; ERF1, ET-responsive transcription factor 1; EREBP, ET-responsive element binding protein; SA, Salicylic acid; SGT SA glucosyltransferase; NPR1, Non-expresser of PR genes 1; TGA, TGACG binding factor 1; ABA, Abscisic acid; NCED1, 9-Cis-epoxycarotenoid dioxygenase 1; AAO3, Abscisic aldehyde oxidase; PP2C, Protein phosphatase 2C; SnRK2, Serine/threonine-protein kinase SRK2; ABA8H, ABA 8**’**-hydroxylase; ABF, ABA responsive element binding factor; JA, Jasmonic acid; LOX, Lipoxygenase; AOS, Allene oxide synthase; AOC, Allene oxide cyclase; OPR3, 12-Oxo-cis-10,15-phytodienoic acid reductase; OPCL1, 3-Oxo-2-(cis-2**’**-pentenyl)-cyclopentane-1-octanoic acid-8:0 CoA ligase; JAAH, Jasmonoyl-L-amino acid hydrolase; JAZ, JA ZIM domain protein; WRKY, Transcription factor WRKY; MYB, Myeloblastosis oncogene transcription factor; HSF, Heat shock transcription factor; NAC, NAM, ATAF1/2, and CUC transcription factor; Chi-B, basic endochitinase B; (+)-Neomenthol DH: (+)-Neomenthol dehydrogenase; CYP82G1, Cytochrome P450 family 82 subfamily G polypeptide 1; PAL, Phenylalanine ammonia-lyase; HSP70, Heat shock protein 70; PGIP, Polygalacturonase inhibiting protein; GST, Glutathione S-transferase.

### Pathogen Recognition

Induction of PTI through recognition of M/DAMPs is mediated by PRRs and RLPs. The largest family of plant receptors are receptor-like kinases (RLKs), which are PRRs. One such RLK is the WALL-ASSOCIATED KINASE (WAK) that detects oligogalacturonides (OGs) (Decreux and Messiaen, 2005), DAMPs formed during breakdown of the plant cell wall by the fungus. Because no WAKs were annotated in the KEGG ortholog list obtained for apple from the GDR (Jung et al., 2004), we extracted WAK protein sequences from the Apple Gene Function and Gene Family Database (AppleGFDB, Zhang et al., 2013). We BLASTp searched these sequences in the new apple genome and used an *E*-value cutoff of 10^–100^. This resulted in 47 WAK genes. Of these 47, we retrieved 17 in our DEG set. 

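Of the 47 WAK genes, 22 had enough counts to be tested and 17 were DEGs, all of them upregulated at 28 hpi. The number was 17 adjusted over the list alone. MD17G1132000 was not counted in mock inoculated samples of 28 hpi and had 8.49 ± 3.78 CPM in *Botrytis* inoculated samples, at least 176-fold more. Over WAK, CERK1 and BAK1 together, the median LFC of the 29 tested genes at 28 hpi was 1.98. The alternative that moved this median most was upper-quartile scaling, with a median of 1.65, 19 genes called higher and 2 lower.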

Chitin is the main component of the fungal cell wall. Chitin oligosaccharides can be detected by the plant’s CHITIN ELICITOR RECEPTOR KINASE 1 (CERK1) (Miya et al., 2007). 

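For CERK1, 3 of 4 genes had enough counts to be tested. MD09G1111800 had 116 ± 20.6 CPM in *Botrytis* inoculated and 6.24 ± 1.05 CPM in mock inoculated samples at 28 hpi, an LFC of 4.22 (SE 0.23, edgeR adjusted p = 1.1e-16). MD13G1277200 had an LFC of 4.13 (SE 0.25, edgeR adjusted p = 1e-15), and MD17G1102100, with 85.9 ± 8.86 CPM against 33.1 ± 5.06 CPM, had 1.37 (SE 0.11, edgeR adjusted p = 4.9e-12). The sequences of these genes were not compared, so reads shared among them cannot be excluded from the counts.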

We retrieved four genes in the apple genome that were annotated with CERK1 and three of these were significantly upregulated in *B. cinerea* inoculated samples. In apple there are five genes annotated as the LEUCINE RICH REPEAT RECEPTOR-LIKE KINASE (LRR-RLK) BAK1. One of these, *MD08G1221700*, was significantly upregulated in our data (Supplementary Table 5).

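The level of MD08G1221700 at 28 hpi was 184 ± 24.1 CPM in *Botrytis* inoculated and 37.2 ± 0.258 CPM in mock inoculated samples, an LFC of 2.31 (SE 0.11, edgeR adjusted p = 6.9e-18). At 12 hpi it was 64.3 ± 3.78 CPM against 32.7 ± 2.09 CPM, an LFC of 0.98 (SE 0.11, edgeR adjusted p = 6.3e-08), just under 2-fold. At 0 and 1 hpi the LFC was -0.09 and -0.22 (edgeR adjusted p = 1 and 0.94). Of the other BAK1 genes, 3 were tested and none was a DEG by edgeR or DESeq2.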

### Defense Signaling and Transcriptional Reprogramming

One of the earliest responses to pathogen recognition that occurs within the first minutes is the establishment of Ca^2+^ influx into the cell (Reddy et al., 2011), established by CYCLIC NUCLEOTIDE-GATED CHANNELS (CNGCs). 

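For CNGC, 20 of 40 genes were tested and 8 were DEGs, all of them higher in *Botrytis* inoculated samples. The LFC at 28 hpi was largest for MD07G1291400, with 8.82 (SE 0.40, edgeR adjusted p = 2.5e-21) from 0.752 ± 0.231 CPM in mock inoculated samples. Together with CaM, CDPK, CaMK and RBOH, 63 of 98 genes were tested and 19 were DEGs, or 19 adjusted over the list alone and 20 by DESeq2, which also called 4 of the untested genes. The count rose most, to 32, when no 2-fold change was required. The median LFC of the 63 genes at 28 hpi was 0.32, which became -0.01 under upper-quartile scaling, with 15 genes called higher and 5 lower.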

Our data contains 11 out of 40 differentially regulated CNGCs. The Ca^2+^ signal is transduced by sensor relays, e.g., CALMODULIN (CaM; 5/16 significantly upregulated), and sensor responders, e.g., CALCIUM-DEPENDENT PROTEIN KINASE (CDPK; 6/32 differentially regulated) and Ca^2+^/CaM-DEPENDENT PROTEIN KINASEs (CaMKs; 1/2 significantly upregulated). 

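Among 10 tested CaM genes, 4 were DEGs and higher in *Botrytis* inoculated samples. For CDPK, 3 of 26 tested genes were DEGs with higher and 2 with lower levels. The CDPK gene MD12G1044400 had 114 ± 16.4 CPM against 2.1 ± 0.331 CPM in mock inoculated samples of 28 hpi, an LFC of 5.82 (SE 0.23, edgeR adjusted p = 9.2e-20). Of the 2 CaMK genes, MD04G1229200 was a DEG, with 31.1 ± 1.18 CPM against 2.36 ± 0.549 CPM and an LFC of 3.64 (SE 0.23, edgeR adjusted p = 5.4e-15).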

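Of 8 RBOH genes, 5 were tested. MD13G1134500 was the only DEG among them and had 49.8 ± 14.5 CPM in *Botrytis* inoculated and 3.16 ± 0.478 CPM in mock inoculated samples at 28 hpi, an LFC of 3.98 (SE 0.25, edgeR adjusted p = 7e-15).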

CDPKs can phosphorylate RESPIRATORY BURST OXIDASE HOMOLOGs (RBOHs; 1/8 significantly upregulated) and TFs (Reddy et al., 2011).

ROS are formed quickly upon wounding or pathogen challenge. They can have a direct role in stopping the pathogen by being directly toxic or by creating barriers through oxidative cross-linking of lignin precursors and cell wall glycoproteins (Torres, 2010). ROS also play an indirect role activating defense responses as second messengers. This is achieved by activating MITOGEN-ACTIVATED PROTEIN KINASE (MAPK) cascades. To achieve full activation of the MAPKs MPK3 and MPK6, OXI1 is required (Rentel et al., 2004). 

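Both OXI1 genes were DEGs, and MD05G1164900 had 125 ± 20.1 CPM in *Botrytis* inoculated and 3.73 ± 0.383 CPM in mock inoculated samples at 28 hpi, an LFC of 5.02 (SE 0.21, edgeR adjusted p = 2.8e-19). Over OXI1 and the MAPK cascade genes, 17 of 18 genes were tested, with a median LFC of 1.24 at 28 hpi and 0.90 under upper-quartile scaling. Of these, 11 were DEGs with TMM factors, 11 adjusted over the list alone and 11 by DESeq2, all of them higher in *Botrytis* inoculated samples, while 7 were called with upper-quartile factors.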

The apple genome has two genes that are annotated with OXI1 of which 2 were significantly upregulated. 

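The MPK3 gene MD03G1108500 had 164 ± 14 CPM in *Botrytis* inoculated and 51.7 ± 6.36 CPM in mock inoculated samples at 28 hpi, an LFC of 1.66 (SE 0.12, edgeR adjusted p = 3.6e-13). The MPK6 gene MD02G1004000 had 69.7 ± 10.6 CPM against 59.5 ± 11.8 CPM, an LFC of 0.23 (SE 0.12, edgeR adjusted p = 0.13), which became -0.10 with upper-quartile factors. Its LFC passed the test, at 0.35 and 0.40, without *Botrytis* inoculated replicate 1 and without mock inoculated replicate 1, but stayed under 2-fold.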

Two MPK3 and two MPK6 genes are annotated in the apple genome, and of these, respectively, one and zero genes were upregulated. The BAK1, CERK1 and WAK receptors also make use of MAPK signaling cascades that go through MAPK KINASE KINASE (MAPKKK), MAPK KINASE (MAPKK) and finally MAPK. Our expression set has two MAPKKK DEGs annotated with MEKK1, two MAPKK DEGs annotated with MKK2 and MKK9, and five MAPK DEGs annotated with MPK3, MPK4 (3 genes) and MPK7/14 (Supplementary Table 5).

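For MEKK1, 2 of 3 tested genes were DEGs at 28 hpi. MD08G1173000 had an LFC of 1.43 (SE 0.15, edgeR adjusted p = 8.6e-10). The MKK2 gene MD02G1084700 had 1.16 (SE 0.28, edgeR adjusted p = 0.00095), which was 0.83 and under 2-fold with upper-quartile factors, and the MKK9 gene MD14G1239400 had 1.34 (SE 0.25, edgeR adjusted p = 5.9e-05). Of the 4 MPK4 genes, 3 were DEGs, with an LFC of 1.84 (SE 0.41, edgeR adjusted p = 0.00046) for MD06G1089500. The MPK7/14 gene MD02G1140700 had 1.01 (SE 0.12, edgeR adjusted p = 3.8e-08), which was under 2-fold with upper-quartile factors (0.68), with the poly A/T group in the model (0.86) and without *Botrytis* inoculated replicate 2 (0.95) or mock inoculated replicate 3 (0.95).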

Plant hormones play an important role in modulating plant responses to pathogens. Defense responses are regulated by the two major players salicylic acid (SA) and jasmonic acid (JA), while other hormones such as ET and abscisic acid (ABA) play a role in fine tuning the response (Pieterse et al., 2012; Bürger and Chory, 2019). In general, SA signaling confers resistance to (hemi-) biotrophic pathogens, and JA and ET signaling leads to resistance against necrotrophic pathogens. 

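Of 34 genes for the 5 steps of JA biosynthesis, 25 were tested and 19 were DEGs, all of them upregulated, with 19 adjusted over the list alone and 19 by DESeq2, which also called 2 of the untested genes. The DEGs were 3 LOX, 3 AOS, 2 AOC, 10 OPR3 and 1 OPCL1 genes, and 13 of the 19 were DEGs at 12 hpi. The median LFC of the 25 genes was 1.23 at 12 hpi and 3.35 at 28 hpi, and the alternative that moved the latter most was upper-quartile scaling, with 3.02. The LOX gene MD09G1180900 had 329 ± 24 CPM in *Botrytis* inoculated and 5.02 ± 0.959 CPM in mock inoculated samples at 28 hpi, an LFC of 6.07 (SE 0.27, edgeR adjusted p = 6.4e-19). For OPR3, MD15G1400700 had 12.9 ± 2.11 CPM and an LFC of 6.39 (SE 0.41, edgeR adjusted p = 5.7e-18), and for OPCL1, MD15G1003500 had 359 ± 50.1 CPM and an LFC of 3.32 (SE 0.22, edgeR adjusted p = 3.7e-14). The AOS gene MD10G1085800 reached 154 ± 53.4 CPM in *Botrytis* inoculated samples, where mock inoculated samples had 0.0245 CPM from too few counts for a fold change.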

We found significant upregulation of JA biosynthetic genes coding for LIPOXYGENASE (LOX), ALLENE OXIDE SYNTHASE (AOS), ALLENE OXIDE CYCLASE (AOC), OXO-CIS-10,15-PHYTODIENOIC ACID REDUCTASE (OPR3) and 3-OXO-2-(CIS-2′-PENTENYL)-CYCLOPENTANE-1-OC TANOIC ACID-8:0 CoA LIGASE (OPCL1). SA biosynthesis can be achieved through the ISOCHORISMATE SYNTHASE (ICS) pathway or the PHENYLALANINE AMMONIA-LYASE (PAL) pathway. We found one gene annotated with ICS that was not differentially regulated. 

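At 28 hpi, the PAL gene MD01G1106900 had 1600 ± 244 CPM in *Botrytis* inoculated and 42.4 ± 10.5 CPM in mock inoculated samples, an LFC of 5.23 (SE 0.25, edgeR adjusted p = 4.1e-18). PAL1, MD12G1116700, had 2500 ± 525 CPM against 132 ± 46.6 CPM, an LFC of 4.24 (SE 0.45, edgeR adjusted p = 2e-09). MD07G1172700 and MD04G1096200 had LFCs of 3.27 (SE 0.16, edgeR adjusted p = 8.4e-18) and 2.36 (SE 0.35, edgeR adjusted p = 1.6e-06). Weighted by the change in CPM, the mean LFC over the 4 genes was 4.36, and it was 3.78 with each gene given the same weight.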

All four genes annotated as PAL were significantly upregulated. SA causes a redox change through activation of thioredoxins which leads to monomerization of NON-EXPRESSOR OF PR1 (NPR1), thereby facilitating its translocation to the nucleus. NPR1 then interacts with TGA transcription factors to effectuate changes in gene expression. DESeq2 analysis showed upregulated DEGs for NPR1 and TGA. 

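The NPR1 gene MD05G1256300 had 36.4 ± 5.98 CPM in *Botrytis* inoculated and 5.33 ± 0.333 CPM in mock inoculated samples at 28 hpi, an LFC of 2.76 (SE 0.18, edgeR adjusted p = 1.9e-14), and 2 of 7 tested NPR1 genes were DEGs. Among 13 tested TGA genes, MD11G1164300 had the largest LFC, with 5.07 (SE 0.37, edgeR adjusted p = 5.7e-14) at 10.6 ± 1.44 CPM in *Botrytis* inoculated samples. Over PAL, NPR1 and TGA together, 24 of 27 genes were tested, and 8 were DEGs with higher and 2 with lower levels, a total of 10 adjusted over the list alone and 11 by DESeq2. Their median LFC at 28 hpi was 0.15 and became -0.18 under upper-quartile scaling, while the median of all tested genes moved from -0.04 to -0.37.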

Two of the four differentially expressed TGA genes identified by DESeq2 were upregulated and two were downregulated. Also biosynthesis of ET was upregulated with genes coding for 1-AMINOCYCLOPROPANE-1-CARBOXYLATE (ACC) SYNTHASE 1/2/6 (ACS1/2/6), ACC OXIDASE (ACO). 

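At 28 hpi, the ACS gene MD14G1111500 had 1040 ± 95.6 CPM in *Botrytis* inoculated and 7.63 ± 2.88 CPM in mock inoculated samples, an LFC of 7.18 (SE 0.49, edgeR adjusted p = 1.9e-14). The ACO gene MD17G1106300 had 2040 ± 462 CPM against 12.5 ± 2.01 CPM, an LFC of 7.33 (SE 0.38, edgeR adjusted p = 4.1e-17). All 3 tested ACS genes and 2 of 5 tested ACO genes were DEGs.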

ET signaling occurs by perception of ET by the ET RECEPTOR (ETR) localized in the endoplasmic reticulum. Binding of ET to the receptor causes inactivation of the ETR-CTR1 (CONSTITUTIVE TRIPLE RESPONSE 1) complex which leads to derepression of ET INSENSITIVE PROTEIN 2 (EIN2). EIN2 activates the transcription factor EIN3, which in turn causes transcription of other transcription factors such as ERF1. 

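Over ET biosynthesis and signaling, 27 of 33 genes were tested and 13 were DEGs, all of them upregulated, with 13 adjusted over the list alone and 13 by DESeq2. Their median LFC at 28 hpi was 0.78, or 0.45 with upper-quartile factors, where 11 genes were called higher and 1 lower. For the ETR gene MD12G1245100 the LFC at 28 hpi was 1.53 (SE 0.19, edgeR adjusted p = 6.3e-08). For the EIN3 gene MD11G1022400 it was 1.02 (SE 0.10, edgeR adjusted p = 6.7e-10), which was under 2-fold with upper-quartile factors (0.69) and with the poly A/T group in the model (0.92). The ERF1 gene MD05G1198700 had 74.3 ± 12.8 CPM in *Botrytis* inoculated and 1.31 ± 0.547 CPM in mock inoculated samples, an LFC of 6.02 (SE 0.44, edgeR adjusted p = 2e-13), and MD12G1246000 was at least 184-fold higher, since no count of it was found in mock inoculated samples. At 12 hpi, MD05G1198700 had an LFC of 1.16 (SE 0.36, edgeR adjusted p = 0.048), and this call was lost with DESeq2 (1.17) and upper-quartile factors (1.09), with the replicate number as a block (1.18), without *Botrytis* inoculated replicate 1 (1.09), 2 (1.11) or 3 (1.29), without mock inoculated replicate 2 (0.69) or 3 (1.11) and without control replicate 3 (1.17).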

Our data shows upregulation of genes coding for ETR, EIN3, and ERF1 (Supplementary Table 5). An overview is provided in Supplementary Figure 7.

Signaling upon pathogen recognition should eventually lead to transcriptional reprogramming by activating or repressing transcription factors. 

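Of 478 WRKY29, WRKY33, MYB, HSF and NAC genes, 222 were tested and 61 were DEGs with higher and 16 with lower levels, a total of 77, or 78 adjusted over the list alone and 74 by DESeq2, which also called 7 of the untested genes. By family, these were 1 WRKY29 gene, 4 WRKY33 genes, 15 higher and 5 lower MYB genes, 11 higher HSF genes, and 30 higher and 11 lower NAC genes. The median LFC over the 222 genes at 28 hpi was 0.20, and it changed sign to -0.13 under upper-quartile scaling, with 53 genes called higher and 32 lower. MYB gene MD05G1327500 had an LFC of 6.08 (SE 0.32, edgeR adjusted p = 8.2e-20) at 28 hpi, and HSF gene MD05G1313700 had 4.06 (SE 0.22, edgeR adjusted p = 3.1e-21). The NAC gene MD02G1207900 had 36 ± 11.2 CPM in *Botrytis* inoculated samples against 0.221 ± 0.143 CPM, an LFC of 7.81 (SE 0.39, edgeR adjusted p = 1.7e-18).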

Our data contained DEGs encoding transcription factors of several different families such as 5 WRKYs, 21 MYBs (myeloblastosis oncogene), 12 HSFs (heat shock factors) and 40 NACs (NAM, ATAF1/2, and CUC) (Supplementary Table 5).

### Transcriptional Reprogramming of the Metabolism for Defense

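At 28 hpi, camera gave an adjusted p of 0.0015 for 61 β-oxidation genes (median LFC 0.22, 38 of them higher), 1.7e-06 for 135 genes of glycolysis and PDH (0.33, 92 higher), 2.7e-07 for 25 TCA cycle genes (0.57, 22 higher) and 0.01 for 12 GABA shunt genes (0.92, 7 higher). Under upper-quartile scaling, the median of the fitted LFCs moved from 0.22 to -0.11 for β-oxidation, which is still above that of all genes, and from 0.36 to 0.03 for glycolysis and PDH. At 12 hpi, the adjusted p was 0.068 for β-oxidation (0.00048 with fry, 0.2 with an estimated correlation, and 0.047 without *Botrytis* inoculated replicate 3), and the median LFC of -0.02 differed in sign from the test's direction. Glycolysis and the TCA cycle had an adjusted p of 0.0019 and 0.0075 at 12 hpi, with median LFCs of 0.06 and 0.04 that fell to -0.01 and -0.03 under upper-quartile scaling, and 0.092 and 0.2 with an estimated correlation. The GABA shunt had 0.00054 at 12 hpi with a median LFC of 0.17. At 1 hpi, glycolysis passed camera at 0.0012 on a median LFC of 0.05 with 88 of 135 genes higher, but not with an estimated correlation (0.084) or without *Botrytis* inoculated replicate 1 (0.15). At 0 hpi, none of the 4 pathways passed, with adjusted p of 0.28 to 0.84, and the GABA shunt did so only without *Botrytis* inoculated replicate 2 (0.043).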

Our data provides evidence (Supplementary Table 6) in support that primary metabolism is reprogrammed to provide energy for the defense response (Bolton, 2009). Photosynthesis was significantly downregulated with 6/17 genes coding for components of photosystem I, 4/32 genes coding for components of photosystem II, 4/10 genes involved in light-harvesting complex I, and 6/20 genes involved in light-harvesting complex II significantly downregulated. Oxidation of fatty acids was upregulated (Supplementary Figure 8) with genes coding for LONG-CHAIN ACYL-CoA SYNTHETHASE (2/12), ACYL-CoA OXIDASE (2/6), ENOYL-CoA HYDRATASE/3-HYDROXYACYL- CoA DEHYDROGENASE (2/5), ACETYL-CoA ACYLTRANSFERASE 1 (2/3), and ACETYL- CoA C-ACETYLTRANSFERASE (2/3). 

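Of the 66 genes listed for the β-oxidation, 61 were tested and 23 were DEGs, all of them upregulated, with 23 adjusted over the list alone and 24 by DESeq2. With upper-quartile factors, 20 were called higher and 3 lower at 28 hpi. The DEGs include 2 genes each for long-chain acyl-CoA synthetase, acyl-CoA oxidase, enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase and acetyl-CoA C-acetyltransferase, and 1 for acetyl-CoA acyltransferase 1. That 1 gene, MD05G1179100, had 1450 ± 126 CPM in *Botrytis* inoculated and 122 ± 10.1 CPM in mock inoculated samples at 28 hpi, an LFC of 3.58 (SE 0.13, edgeR adjusted p = 1.2e-20). The enoyl-CoA hydratase gene MD15G1181900 had an LFC of 2.33 (SE 0.10, edgeR adjusted p = 9.6e-19).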

Glycolytic activity was upregulated (Supplementary Figure 9) with DEGs for at 6-PHOSPHOFRUCTOKINASE 1 (PFK-1; 3/11), HEXOKINASE (1/9) and PYRUVATE KINASE (2/17). 

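Over glycolysis and PDH, 135 of 146 genes were tested and 41 were DEGs, all of them upregulated, with 41 adjusted over the list alone and 41 by DESeq2. The number was 69 when no 2-fold change was required, and 33 genes were called higher and 2 lower at 28 hpi with upper-quartile factors. The hexokinase gene MD02G1066500 had an LFC of 3.09 (SE 0.14, edgeR adjusted p = 9.6e-19) at 28 hpi. For PFK-1, 3 of 11 tested genes were DEGs, and MD02G1068900 had 230 ± 8.94 CPM in *Botrytis* inoculated and 7.67 ± 0.833 CPM in mock inoculated samples, an LFC of 4.93 (SE 0.26, edgeR adjusted p = 9.7e-17). For pyruvate kinase, 3 of 16 tested genes were DEGs, and MD14G1094200 had 1.39 (SE 0.08, edgeR adjusted p = 5.7e-16).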

The final product of the glycolysis, pyruvate, is converted into acetyl-CoA by PYRUVATE DEHYDROGENASE (PDH). PDH is a complex of three enzymes (E1, E2, and E3) and E1 consists of two subunits (E1a and E1b). DEGs were identified for all of these components with 1 out of 3, 2 out of 3, 2 out of 9 and 1 out of 3 for E1a, E1b, E2, and E3, respectively. 

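The E1a gene MD16G1083900 had 655 ± 87.1 CPM in *Botrytis* inoculated and 235 ± 74.1 CPM in mock inoculated samples at 28 hpi, an LFC of 1.48 (SE 0.13, edgeR adjusted p = 2.9e-11). Of 3 E1a, 3 E1b, 8 E2 and 3 E3 genes tested, 1, 2, 2 and 1 were DEGs.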

PDH is regulated by phosphorylation and dephosphorylation of E1a, respectively, inactivating and activating the complex. No DEGs were identified for PDH KINASE, while 8 out of 13 PDH PHOSPHATASE genes were significantly upregulated. 

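All 13 PDH phosphatase genes were tested, and 8 were DEGs. Among them, MD16G1170400 had 168 ± 22.8 CPM in *Botrytis* inoculated and 9.26 ± 0.876 CPM in mock inoculated samples at 28 hpi, an LFC of 4.19 (SE 0.15, edgeR adjusted p = 4.1e-21). PDH kinase genes are not among the listed genes and were not analysed here.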

Acetyl-CoA forms a crossroad in plant metabolism. This molecule is formed from oxidation of glucose, fatty acids and amino acids, and can be used as building block for biosynthesis of fatty acids, triglycerides, phospholipids, steroids and terpenoids. Acetyl-CoA can also be further oxidized in the tricarboxylic acid (TCA) cycle to yield precursors for the oxidative phosphorylation, thereby contributing to energy production. 

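The citrate synthase gene MD02G1319300 had 717 ± 57.4 CPM in *Botrytis* inoculated and 115 ± 5.81 CPM in mock inoculated samples at 28 hpi, an LFC of 2.63 (SE 0.09, edgeR adjusted p = 2.4e-21). The aconitate hydratase gene MD17G1096700 had an LFC of 1.58 (SE 0.10, edgeR adjusted p = 1.8e-14) and the isocitrate dehydrogenase gene MD09G1029200 one of 1.34 (SE 0.11, edgeR adjusted p = 2.7e-12). Of the 28 TCA cycle genes, 25 were tested and 8 were DEGs, all of them upregulated, with 8 adjusted over the list alone and 8 by DESeq2, which also called 1 of the untested genes. The number was 21 when no 2-fold change was required. Over the 25 genes the median LFC at 28 hpi was 0.66, or 0.33 with upper-quartile factors.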

Our data shows significant upregulation of *citrate synthase, aconitate hydratase*, and *isocitrate dehydrogenase* indicating that the TCA cycle is upregulated.

Secondary metabolism denotes pathways that are not directly involved in vital life functions and entails a wide variety of metabolic pathways with diverging functions. One of them is the production of plant defense compounds including terpenoids and phenylpropanoids. Biosynthesis of terpenoids from acetyl-CoA starts by biosynthesis of the isoprenoid precursor isopentenyl pyrophosphate (IPP) through the mevalonate (MVA) pathway (cytosol; biosynthesis of sesquiterpenoids and triterpenoids; Figure 3 and Supplementary Table 6) or the 2-C-Methyl-D-erythritol 4-phosphateZ (MEP) pathway (chloroplasts; biosynthesis of monoterpenoids, and diterpenoids). Our data shows a very distinct upregulation of the MVA pathway with significant upregulation of 2/2 HYDROXYMETHYLGLUTARYL-CoA (HMG-CoA) SYNTHASE (HMGS), 1/4 HMG-CoA REDUCTASE (HMGR), 2/2 MVA KINASE, 2/2 PHOSPHOMEVALONATE (MVA-5P) KINASE, and 2/2 MEVALONATEPYROPHOSPHATE (MVAPP) DECARBOXYLASE. 

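Within the MVA pathway, the HMGS gene MD06G1070000 had 633 ± 110 CPM in *Botrytis* inoculated and 45.7 ± 8 CPM in mock inoculated samples at 28 hpi, an LFC of 3.79 (SE 0.19, edgeR adjusted p = 1.8e-17). The HMGR gene MD10G1143400 had 1130 ± 201 CPM against 116 ± 27 CPM and an LFC of 3.29 (SE 0.18, edgeR adjusted p = 9e-17). MVA kinase gene MD12G1220700 had 2.90 (SE 0.12, edgeR adjusted p = 2.8e-19), and MD04G1206900 had 1.19 (SE 0.16, edgeR adjusted p = 1.4e-07), which was 0.86 and under 2-fold with upper-quartile factors. Weighted by the change in CPM, the mean LFC at 28 hpi over the DEGs of an enzyme was 1.97 for acetyl-CoA C-acetyltransferase, 3.09 for HMGS, 3.29 for HMGR, 2.87 for MVA kinase, 2.45 for MVA-5P kinase, 2.79 for MVAPP decarboxylase and 3.19 for IPP isomerase. The weights mattered most for MVA kinase, where the unweighted mean was 2.04. At 12 hpi the weighted means were between 0.72 and 1.44. All 17 genes were tested and 13 were DEGs, all of them upregulated, with 13 adjusted over the list alone and 13 by DESeq2. The median LFC of 2.41 over the 17 genes at 28 hpi became 2.08 with upper-quartile factors, where 12 genes were called. At 0 hpi, camera gave an adjusted p of 0.016 on a median LFC of 0.10 with 13 of 17 genes higher, but 0.25 with fry, 0.32 with an estimated correlation, and 0.11 and 0.08 without *Botrytis* inoculated replicate 3 and mock inoculated replicate 3. At 1 hpi it gave 0.99 with 7 of 17 genes higher.

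**Figure D2:**
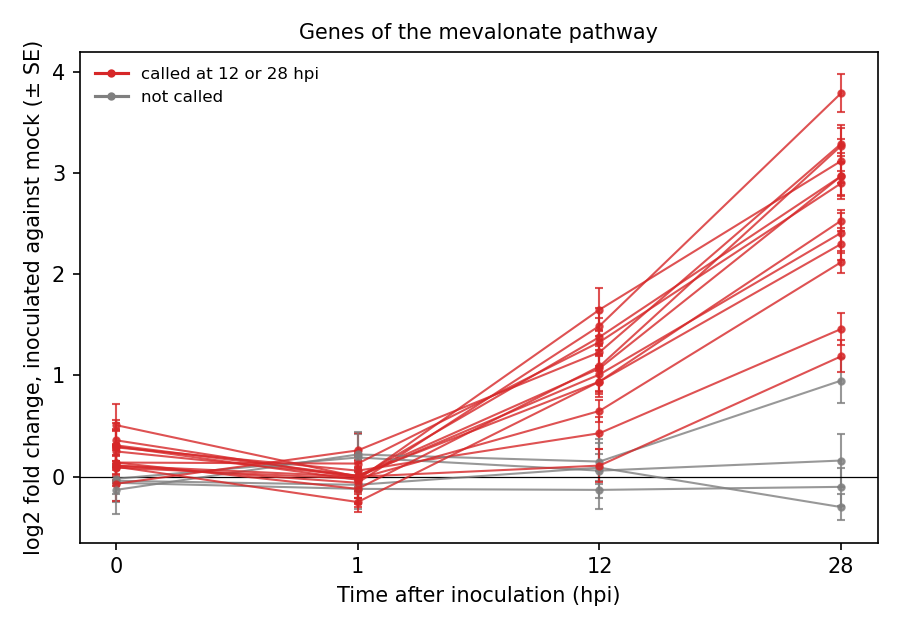
LFC between *Botrytis* and mock inoculated samples ± SE at 0, 1, 12 and 28 hpi for the 17 genes of the MVA pathway, with the 13 DEGs in red and the other 4 in grey. The DEGs stand near 0 at 0 and 1 hpi and between 1.19 and 3.79 at 28 hpi.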

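The germacrene D synthase gene MD03G1206700 was the only tested gene of 6, with 5.56 ± 0.939 CPM in *Botrytis* inoculated and 0.506 ± 0.25 CPM in mock inoculated samples at 28 hpi, an LFC of 3.15 (SE 0.36, edgeR adjusted p = 6.8e-09). The squalene monooxygenase genes SMO1, MD00G1080800, and SMO2, MD05G1112000, had 1450 ± 138 CPM against 292 ± 7.75 CPM and 174 ± 32.9 CPM against 53 ± 8.33 CPM. Their LFCs were 2.31 (SE 0.18, edgeR adjusted p = 1.4e-12) and 1.71 (SE 0.23, edgeR adjusted p = 1.6e-07). The members of the other enzymes of this part of the pathway were not analysed here.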

The data suggests that IPP is further converted into sesquiterpenoids and triterpenoids with significant differential regulation of *farnesyl disphosphate* (FPP) *synthase* (*FPPS*; 4/4), FPP *farnesyltransferase* (*FPPFT*; 2/2), *squalene monooxygenase* (*SMO*; 10/15), *(-)-germacrene D synthase* (1/6), *β-amyrin synthase* (6/7) and *β-amyrin 28-monooxygenase* (8/14).

**FIGURE 3:**
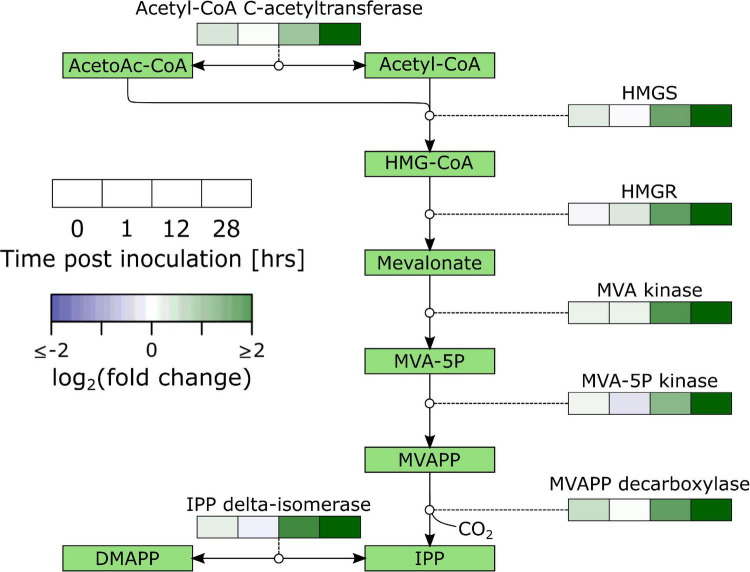
Overview of the regulation of the mevalonate pathway in *B. cinerea* inoculated apples. Heat maps were constructed from genes with significant differential expression. AcetoAc-CoA, Acetoacetyl-CoA; HMG-CoA, Hydroxymethylglutaryl-CoA; HMGS, HMG-CoA synthase; MVA, Mevalonate; MVAPP, Mevalonatepyrophosphate; IPP, Isopentylpyrophosphate; DMAPP, Dimethylallylpyrophosphate.

Phenylpropanoids are biosynthesized from phenylalanine (Figure 4 and Supplementary Table 6). The key step in this pathway is the first conversion by PAL **(Dixon et al., 2002)**. All of the four genes annotated with PAL were significantly upregulated in our data. 

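Before 28 hpi, PAL1 had 441 ± 59.1 CPM in *Botrytis* inoculated and 96.3 ± 11.9 CPM in mock inoculated samples at 12 hpi, an LFC of 2.19 (SE 0.42, edgeR adjusted p = 0.00034). At 0 hpi it had 21.7 ± 11.1 CPM against 9.68 ± 2.46 CPM, an LFC of 1.13 that was not significant (edgeR adjusted p = 0.88). MD01G1106900 and MD04G1096200 were also DEGs at 12 hpi, with LFCs of 2.48 (SE 0.22, edgeR adjusted p = 6.1e-10) and 2.50 (SE 0.46, edgeR adjusted p = 0.00018). MD07G1172700 differed significantly at 12 hpi but less than 2-fold, with 0.80 (SE 0.15, edgeR adjusted p = 0.00025).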

Our data also shows differential regulation of C4H (TRANS-CINNAMATE 4-MONOOXYGENASE; 2/3), 4CL (4-COUMARATE:COA LIGASE; 2/7), C3H (4-COUMARATE 3-HYDROX YLASE; 2/3), HCT (4/17), COMT (CAFFEIC ACID/5-HYDROXYFERULIC ACID O-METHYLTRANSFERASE; 8/18), CALDH (CONIFERYL-ALDEHYDE DEHYDROGENASE; 1/5), CINNAMYL-ALCOHOL DEHYDROGENASE (10/20), PEROXIDASE (19/102), LACCASE (11/47), and CHALCONE ISOMERASE (CHI; 3/7).

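Over the genes listed for the phenylpropanoid pathway including PAL, 101 of 233 were tested and 60 were DEGs with higher and 3 with lower levels, a total of 63, or 64 adjusted over the list alone and 62 by DESeq2, which also called 5 of the untested genes. Of these, 28 were DEGs at 12 hpi. With upper-quartile factors, the median LFC of these genes at 28 hpi moved from 1.93 to 1.60, with 57 called higher and 7 lower. The DEGs include 2 of 3 tested genes for C4H, 2 of 4 for 4CL, 2 of 3 for C3H, 4 of 5 for HCT, 1 of 4 for CALDH, 10 of 14 for cinnamyl-alcohol dehydrogenase, 19 of 33 for peroxidase, 10 of 16 for laccase and 3 of 6 for CHI. The 4CL gene MD17G1229400 was lower, with 6.51 ± 3.57 CPM against 26.1 ± 8.6 CPM, and its LFC fell by 1.98 (SE 0.37, edgeR adjusted p = 4.3e-05).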

**FIGURE 4:**
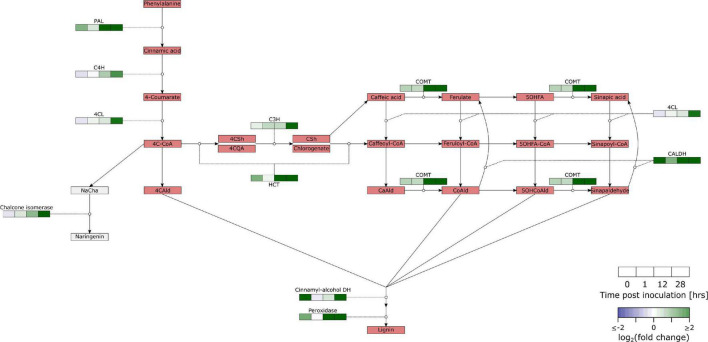
Overview of the regulation of the phenylpropanoid pathway in *B. cinerea* inoculated apples. Heat maps were constructed from genes with significant differential expression. PAL, Phenylalanine ammonia-lyase; C4H, Trans-cinnamate 4-monooxygenase; 4CL, 4-Coumarate:CoA ligase; 4C-CoA, 4-Coumaroyl-CoA; C3H, 4-Coumarate 3-hydroxylase; HCT, Hydroxycinnamoyl-CoA shikimate:quinate hydroxycinnamoyl-transferase; COMT, Caffeic acid/5-hydroxyferulic acid O-methyltransferase; CALDH, Coniferyl-aldehyde dehydrogenase; 4CAld, 4-Coumaraldehyde; NaCha, Naringenin chalcone; 4CSh, 4-Coumaroyl shikimic acid; 4CQA, 4-Coumaroyl quinic acid; CSh, Caffeoyl shikimate; CaAld, Caffeylaldehyde; CoAld: Coniferaldehyde; 5OHFA, 5-Hydroxyferulic acid; 5OHCoAld, 5-Hydroxyconiferylaldehyde. Another class of secondary metabolic compounds are alkaloids. This is a diverse group of nitrogen containing molecules, often with a function in plant defense. Our expression set suggests that biosynthesis of tropane alkaloids is upregulated in *B. cinerea* infected tissue. ARGININE DECARBOXYLASE (AGD) was significantly upregulated (2/2). AGD converts Arginine into agmatine, which can be further converted into putrescine and finally tropinone. Our data contained 9 DEGs for TROPINONE REDUCTASE I (TR-I; 16 genes) which reduces tropinone to tropine.

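For tropinone reductase, 12 of 16 genes were tested, and 7 were DEGs with higher and 1 with lower levels, a total of 8 adjusted over the list alone and 8 by DESeq2, which also called 1 of the untested genes. Their median LFC at 28 hpi was 1.73, or 1.39 with upper-quartile factors. MD12G1148500 had 24.5 ± 10.7 CPM in *Botrytis* inoculated and 0.0748 ± 0.0736 CPM in mock inoculated samples, an LFC of 7.63 (SE 0.44, edgeR adjusted p = 9.9e-15). Of the 8 DEGs, 5 were DEGs at 12 hpi.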

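The chitinase gene MD04G1048000 had 525 ± 80.5 CPM in *Botrytis* inoculated and 23.9 ± 2.55 CPM in mock inoculated samples at 28 hpi, an LFC of 4.46 (SE 0.21, edgeR adjusted p = 3.3e-18). MD15G1374300, a β-glucosidase gene, had 102 ± 17.1 CPM in *Botrytis* inoculated samples and no count in mock inoculated samples, at least 2120-fold more. The PGIP gene MD14G1062500 had 1530 ± 197 CPM against 697 ± 431 CPM and an LFC of 1.14 (SE 0.35, edgeR adjusted p = 0.0082). Its LFC was under 2-fold with upper-quartile factors (0.81), where the call against mock was kept. This call was lost without mock inoculated replicate 1 (0.95) or 3 (0.87). Of 80 genes in these families, 34 were tested and 19 were DEGs, all of them upregulated, with 19 adjusted over the list alone and 19 by DESeq2. They are 8 of 16 tested genes for β-glucosidase, 7 of 9 for chitinase, 2 of 2 for basic endochitinase B and 2 of 4 for PGIP, while 0 of 3 for 1,3-β-glucanase were DEGs by edgeR, 1 by DESeq2 and 1 by edgeR without the limit of 2-fold. The median LFC of the 34 genes at 28 hpi was 1.10, or 0.78 with upper-quartile factors, where 15 genes were called.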

Other metabolic responses detected in our data were differential regulation of cell wall metabolism with DEGs coding for 1,3-β-GLUCANASE (1/8), β-GLUCOSIDASE (8/46), CHITINASE (7/19), BASIC ENDOCHITINASE B (1/3) and POLYGALACTURONASE (PG) INHIBITING PROTEINs (PGIPs; 2/4) (Supplementary Table 5).

We attempted to verify some secondary metabolites by untargeted metabolomics. To this end, 5 of the sequenced samples of each treatment from 28 hpi were analyzed with GC-MS and LC-MS (Supplementary Tables 8, 9). GC-MS analysis found significant accumulation of D-galacturonic acid, galactaric acid and glycerol, probably linked to pectin breakdown by *B. cinerea* polygalacturonases. Otherwise, almost no significant differences were found, likely due to this time point being too early for detecting significant metabolic changes.

### Effectiveness of the Defense Response

In our experiment we sampled the middle of three inoculated spots. The outer spots were not sampled and the lesion diameter of these spots was recorded at 96 hpi. From other experiments we know that the correlation of the lesion diameter of the middle spot with the average of the outer two spots is about 88% (*p* < 0.001; Supplementary Figure 10). This allows us to correlate gene expression at a specific time point of sampling with later infection success, measured as lesion diameter at 96 hpi.

We analyzed the correlations between gene expression and infection severity at 96 hpi for the discussed pathways and found a striking image for the MVA pathway. This pathway showed a mostly negative correlation with infection success (i.e., higher expression led to lower susceptibility) and strong negative correlations occurred mostly at the early time points (Figure 5).

**FIGURE 5:**
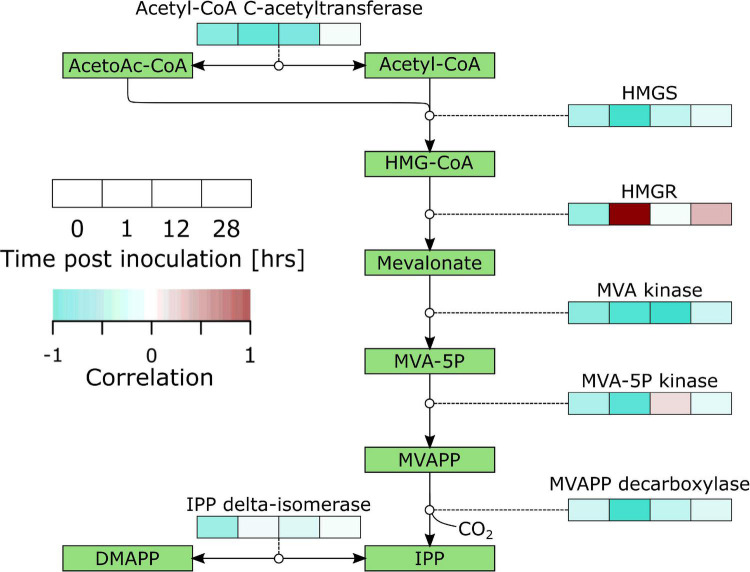
Overview of correlations of the mevalonate pathway gene expression with lesion diameter at 96 hpi in *B. cinerea* inoculated apples. Heat maps were constructed from genes with significant differential expression. AcetoAc-CoA, Acetoacetyl-CoA; HMG-CoA, Hydroxymethylglutaryl-CoA; HMGS, HMG-CoA synthase; MVA, Mevalonate; MVAPP, Mevalonatepyrophosphate; IPP, Isopentylpyrophosphate; DMAPP, Dimethylallylpyrophosphate.

### Effect of 1-Methylcyclopropene and HWD5 Treatment on Fruit Defense

In a next series of experiments we wanted to investigate the effect of a HWD of 5 min (HWD5), or 1-MCP treatment on the defense of apple against *B. cinerea*, and this as a function of time in CA storage. We carried out our pathogenicity assay on treated fruit after different durations of CA storage and found that both 1-MCP and HWD5 treatment lead to a significant increase in lesion diameter after 96 hpi (Figure 6).

**FIGURE 6:**
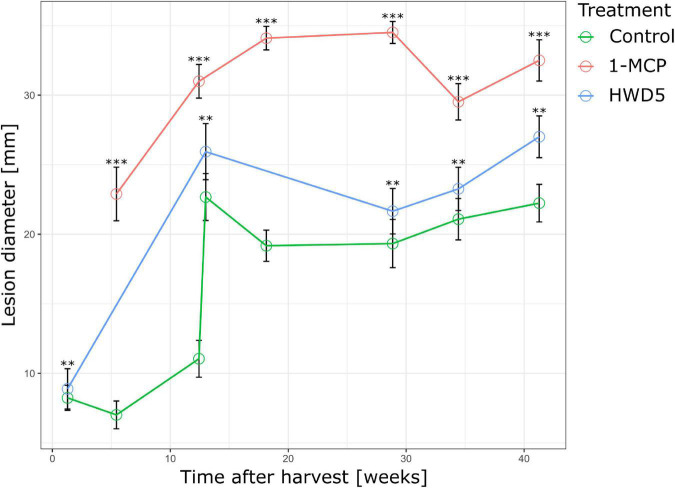
Lesion diameter 96 hpi of pathogenicity assay performed at various time points throughout CA storage for control, HWD5 and 1-MCP treated apples inoculated with *B. cinerea*. Error bars denote the standard error of the mean (*n* ≥ 10). Significant differences are indicated by an asterisk. ^**^p < 0.01 ^***^p < 0.001.

We analyzed expression of *MPK3*, *MPK6*, *ERF1*, *PAL1*, *SMO1*, and two *SMO* homologs (denoted *SMO1* and *SMO2*) in peel and flesh tissue of control, HWD5 and 1-MCP treated fruit (Figure 7 and Supplementary Table 10). HWD5 treatment caused only significant reductions in the peel. Expression of *MPK3*, *MPK6*, *PAL1*, *SMO1* and *SMO2* was affected at harvest. After 29 w of CA storage, only SMO1 still had a significantly lower expression compared to the control. 1-MCP treatment was able to also affect gene expression in flesh tissue, significantly reducing *ERF1* and *PAL1*, but only at 12 w in CA storage. In the peel, expression of *ERF1*, *PAL1* and *SMO1* was significantly reduced compared to the control at both 12 and 29 w. A PCA was performed on this expression data. The result demonstrates that peel has a clearly distinct expression pattern from flesh tissue and also reacts differently to the treatments (Figure 8).

**FIGURE 7:**
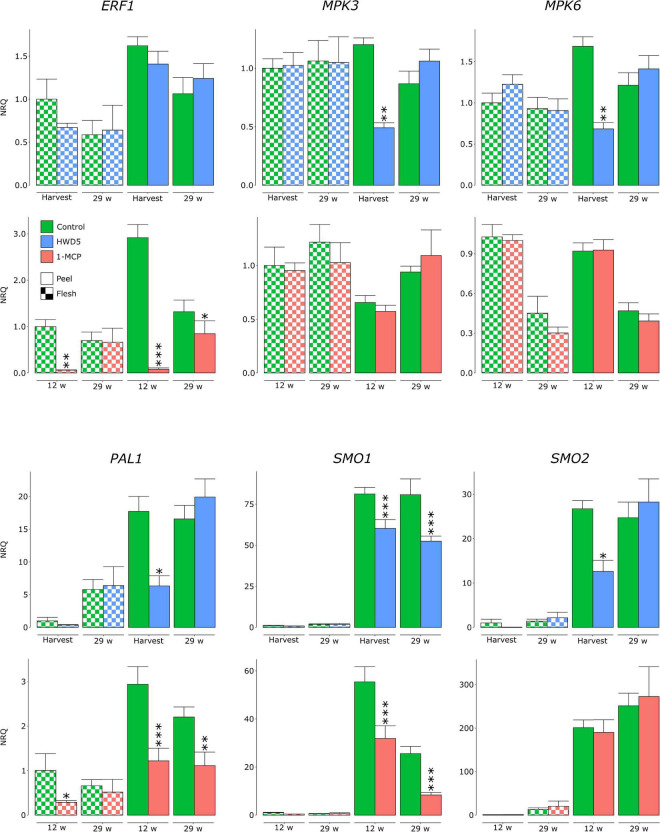
Normalized relative quantities of genes analyzed in flesh and peel samples of “Jonagored” apples belonging to control, HWD5 or 1-MCP treatment. Samples were analyzed at harvest and after 29 w of CA storage (control, HWD5) or after 12 and 29 w of CA storage (control, 1-MCP). Error bars denote the standard errors of at least 6 biological replicates. Statistically significant differences with the control are denoted with asterisks: *p < 0.05 ^**^p < 0.01 ^***^p < 0.001.

**FIGURE 8:**
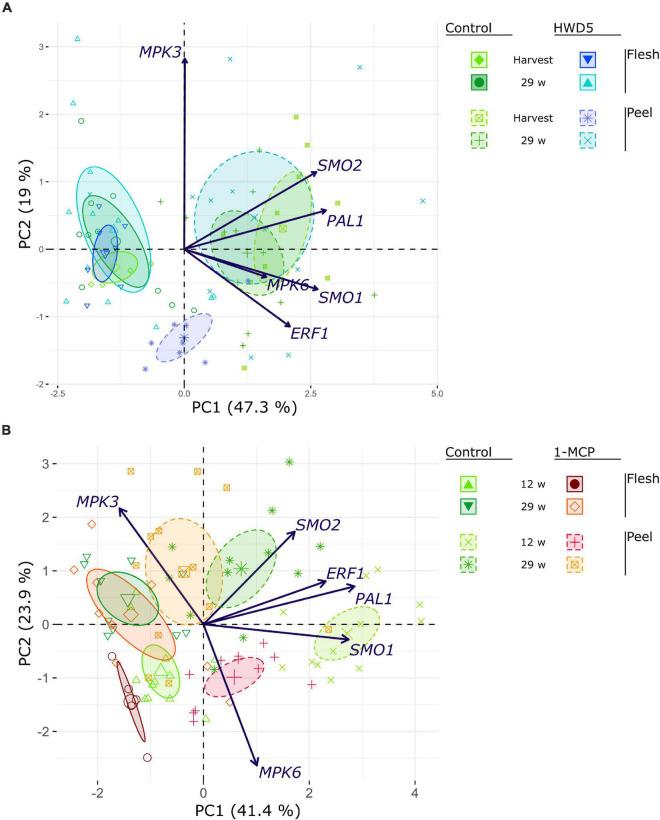
PCA biplot of gene expression analyses performed on **(A)** control and HWD5 at harvest or after 29 w of CA storage, or **(B)** control and 1-MCP treated apples that had been stored with CA 13 or 29 w. Ellipses denote 95% confidence intervals.

The temperature profiles of the fruit during and after the HWD5 treatment were simulated (Figure 9). The fruit surface rapidly reaches 50°C, but the temperature shows a strong downward gradient along the radius toward the core. Diffusion of heat causes the inside of the fruit to reach its maximum temperature only after 5 min of dipping. For example, at a radial depth of 15 mm the temperature reaches 25.9°C at the end of the 5 min HWD, but still increases to a maximum of 29.1°C after the treatment.

**FIGURE 9:**
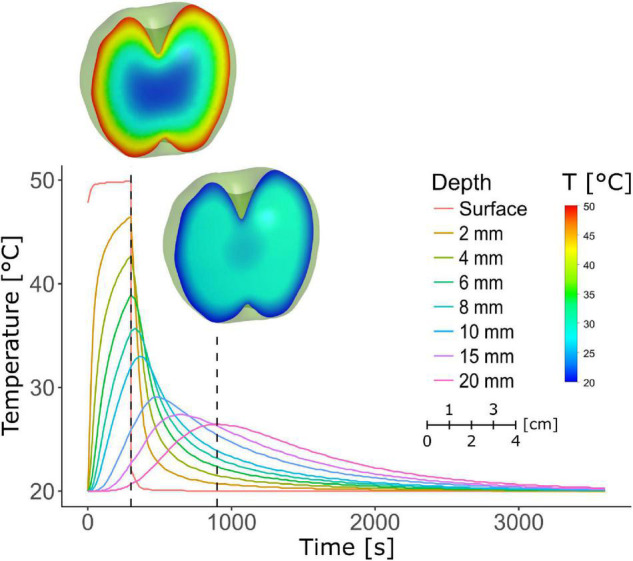
Simulation of the temperature profile in an apple as a function of time during and after a 50°C HWD of 5 min. The first dashed line marks the end of the 5 min treatment, the second marks 15 or 10 min of air cooling after the treatment. Fruit heatmaps corresponding to the dashed lines show the temperature profile in the fruit at those time points.

## Discussion

### Inoculation With *Botrytis cinerea* Caused Extensive Reprogramming of the Defense Response

The apple genome contains a total of 40,121 genes of which 25,912 were found to be expressed in our data (average expression over all samples > 1 tpm). 

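At least 1 count in the 36 libraries was found for 40121 genes of the count table. The paper gives this same number as the total of genes in the apple genome. The count table lists more genes than that, and its other genes had no count, so 40121 is here the number of detected genes. TPM needs gene lengths, which were not used here, so expression was counted on the CPM scale instead. The mean over all libraries was at least 1 CPM for 24969 genes, at least 0.5 CPM for 27399 and at least 2 CPM for 22254. At least 10 counts on average were found for 25491 genes.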

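Genes called against both control and mock at 1 or more time points by edgeR came to 10637, or 39.2% of the genes tested. At least 2-fold changes against mock were found for 4888 genes, or 18% of those tested. The number was 2878 with a test of the 2-fold change itself, edgeR's glmTreat.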

A total of 10,204 genes (∼39.4% of expressed ones) were differentially expressed on at least one time point studied of which 7,489 exhibited a fold change of at least 2 (∼28.9% of expressed). A transcriptome time series analysis of *Arabidopsis* inoculated with *B. cinerea* found differential expression of about one-third of the *Arabidopsis* genome in the first 48 h (Windram et al., 2012). Our results demonstrate that also in apple extensive reprogramming of the transcriptome occurs upon inoculation with *B. cinerea* and that the extent to which this happened increased in the 28 hpi studied. Furthermore, this started already almost immediately after inoculation and includes some transcriptional activation of secondary metabolism (Figures 1, 2). 

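In a direct test of the difference between the changes against mock at 28 and at 12 hpi, 4292 genes had a higher and 2091 a lower LFC at 28 hpi. Of the 1214 upregulated DEGs of 12 hpi, 1199 (98.8%) were upregulated DEGs again at 28 hpi, and 862 had a significantly larger LFC there. Another 3635 genes were DEGs at 28 hpi only. From the numbers of differentially expressed genes, the paper concludes that the transcriptome of apple is extensively reprogrammed after inoculation. It also states that this reprogramming grew up to 28 hpi.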

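Of the 62 DEGs of 0 hpi, 60 were also upregulated DEGs at 28 hpi and 24 at 12 hpi. In the lists of secondary metabolism and defense, 4 cinnamyl-alcohol dehydrogenase, 3 laccase, 1 CALDH and 5 GST genes were DEGs at 0 hpi. The CALDH gene MD15G1187300 had 16.8 ± 11.4 CPM in *Botrytis* inoculated and 1.37 ± 0.4 CPM in mock inoculated samples at 0 hpi, an LFC of 3.56 (SE 0.42, edgeR adjusted p = 3.6e-06). The laccase gene MD04G1142600 had 3.8 ± 2.85 CPM against 0.141 ± 0.03 CPM, an LFC of 4.57 (SE 0.64, edgeR adjusted p = 2.7e-05) on 4 counts in the mock inoculated samples, and MD04G1142900 was at least 22.4-fold higher than in mock inoculated samples, which had no count of it. The GST gene MD10G1172100 had 1.4 ± 0.882 CPM against 3 counts in mock inoculated samples, and it was not called by DESeq2 or without *Botrytis* inoculated replicate 1 or 2 or mock inoculated replicate 2 or 3, where its LFC was 3.66, 2.90, 3.48, 3.08 and 2.76. MD00G1137100 had 1.7 ± 1.02 CPM and no count in mock inoculated samples, at least 15.8-fold more, and was not called without *Botrytis* inoculated replicate 1 or mock inoculated replicate 2 or 3 (fitted LFC 6.74, 7.29 and 7.27). As sets at 0 hpi, camera gave an adjusted p of 0.00092 for the phenylpropanoid pathway on a median LFC of 0.09 with 50 of 85 genes higher, and of 6.6e-06 for JA biosynthesis on a median of 0.23 with 19 of 25 genes higher. The former was 0.02 with fry and 0.088 with an estimated correlation, and the latter 0.0095 and 0.024.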

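For each downregulated DEG there were 3.21 upregulated DEGs over all time points and 3.2 at 28 hpi. This ratio depends on the scaling, as upper-quartile factors gave 3045 upregulated and 3309 downregulated DEGs at 28 hpi. Without the limit of 2-fold, 59.7% of the genes called in both comparisons at 28 hpi were higher in *Botrytis* inoculated samples with TMM factors, 64.5% with DESeq2 and 62.6% with RLE factors, but 31% with upper-quartile factors.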

Almost four times as many genes were significantly upregulated than downregulated. Also in the case of lettuce (*Lactuca sativa*) and strawberry (*Fragaria* × *ananassa*) inoculated with *B. cinerea* a lot more upregulated genes were detected (De Cremer et al., 2013; Xiong et al., 2018).

### Activation of Pathogen-Triggered Immunity in Inoculated Fruit

Our data shows clear evidence that *B. cinerea* inoculated fruit exhibited activation of PTI, which starts with pathogen recognition. In our data, we found upregulation of 12 WAK, 3 CERK1 and one BAK1 genes (Figure 2 and Supplementary Table 5). In lettuce inoculated with *B. cinerea* 12 out of 21 annotated *WAKs* were significantly up or downregulated at 48 hpi (De Cremer et al., 2013). 

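At 12 hpi, 8 WAK and 2 CERK1 genes were DEGs, all of them upregulated. CERK1 genes MD09G1111800 and MD13G1277200 had LFCs of 2.11 (SE 0.25, edgeR adjusted p = 1.4e-07) and 1.93 (SE 0.33, edgeR adjusted p = 5.6e-05) at 12 hpi, and MD17G1102100 had 0.27 (SE 0.11, edgeR adjusted p = 0.24). As a set, the 29 tested receptor genes had a median LFC of 0.97 at 12 hpi (limma's camera, adjusted p = 1.8e-17, with 27 of them higher) and 1.76 at 28 hpi (limma's camera, adjusted p = 2.3e-12). At 1 hpi the direction of the set was down, on a median LFC of -0.02 with 13 of 29 genes higher. It did not pass there, with an adjusted p of 0.1, except without *Botrytis* inoculated replicate 3 (0.014). At 0 hpi the adjusted p was 0.91.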

In our data, all differentially expressed *WAKs*, *CERK1s* and *BAK1* were significantly upregulated at 28 hpi and some already at 12 hpi. Brutus et al. (2010) found that *Arabidopsis* overexpressing *WAK1* exhibits enhanced resistance against *B. cinerea*. BAK1 on the other hand plays an important role in PTI signaling and is a negative regulator of cell death (He et al., 2007).

For PTI to manifest, this recognition then needs to be signaled. Evidence that this occurs is provided by the significant overrepresentation in upregulated DEGs of the GO terms protein phosphorylation at 12 and 28 hpi, calcium ion transport at 28 hpi and the KEGG pathway MAPK signaling pathway—plant at 28 hpi (Supplementary Tables 3, 4). More specific evidence is provided by upregulation of 11 *CNGCs*, 5 *CaMs*, 6 *CDPKs*, 1 *CaMK*, 1 *RBOH* and a variety of *MAPKKKs*, *MAPKKs*, and *MAPKs* at 12 and/or 28 hpi (Supplementary Table 5). MEKK1, MKK1/MKK2, and MPK4 form a MAPK cascade that is important in the activation of effective defense against *B. cinerea* in *Arabidopsis* (Qiu et al., 2008). In our data we found two MEKK1, one MKK2 end 3 MPK4 genes that were significantly upregulated. MPK4 may then activate WRKY33 through MKS1, which in turn activates JA/ET responses (Zheng et al., 2006). All four annotated WRKY33 genes in the apple genome were significantly upregulated in our samples. 

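The WRKY33 gene MD04G1167700 had 337 ± 32.2 CPM in *Botrytis* inoculated and 8.33 ± 0.379 CPM in mock inoculated samples at 28 hpi, an LFC of 5.33 (SE 0.22, edgeR adjusted p = 1.8e-19), and MD12G1181000 had 159 ± 16 CPM and an LFC of 3.96 (SE 0.14, edgeR adjusted p = 1.7e-21). MD11G1059400 and MD03G1057400 had LFCs of 3.08 (SE 0.19, edgeR adjusted p = 4.5e-15) and 1.97 (SE 0.17, edgeR adjusted p = 7.7e-12). At 12 hpi, 3 of these genes were DEGs.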

WRKY33 in turn was found to antagonize SA signaling, thus preventing suppression of the JA pathway (Birkenbihl et al., 2012). The WRKY family TFs were the first to show significant overrepresentation around 18 hpi in *Arabidopsis* inoculated with *B. cinerea* (Windram et al., 2012).

Upregulated DEGs at 28 hpi displayed enrichment of regulation of hormone levels and at 12 and 28 hpi of alpha-linoleic acid metabolism (Supplementary Tables 3, 4). This demonstrates that hormonal modulation of fruit defenses did in fact take place and suggests activation of the JA pathway. Closer inspection shows upregulation of JA biosynthesis genes (*LOX, AOS, AOC, OPR3, OPCL1*; Supplementary Figure 7 and Supplementary Table 5). JA works synergistically with ET to coordinate defense responses against necrotrophic pathogens (Memelink, 2009; Bürger and Chory, 2019). Clear activation of ET biosynthesis (*ACS1/2/6, ACO)* and signaling (*ETR, EIN3, ERF1*) could be detected (Supplementary Figure 7 and Supplementary Table 5). Time series analysis of *Arabidopsis* inoculated with *B. cinerea* showed that upregulation of ET biosynthesis through *ACS*, followed by ET signaling, was the first hormonal response at 14 hpi (Windram et al., 2012). 

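At 12 hpi, MD14G1111500 had 116 ± 8.35 CPM in *Botrytis* inoculated and 15.4 ± 3.45 CPM in mock inoculated samples, an LFC of 2.91 (SE 0.42, edgeR adjusted p = 3.2e-06). The ACS gene MD01G1070400 had 10.2 ± 2.09 CPM against 0.649 ± 0.54 CPM and an LFC of 3.97 (SE 0.43, edgeR adjusted p = 1.6e-09), and MD06G1090600 had 63.4 ± 8.31 CPM against 7.17 ± 5.75 CPM and 3.13 (SE 0.39, edgeR adjusted p = 1.7e-07).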

We detected significant upregulation of *ACS* at 12 and 28 hpi.

### Metabolic Reprogramming for Defense

#### Non-essential Processes for the Defense Were Downregulated

Downregulation of photosynthesis is a common local response in plant defense as a strategy to free up resources for the defense response and protect photosynthetic machinery from oxidative damage (Bolton, 2009). Our data confirms this with overrepresentation in downregulated DEGs of photosynthesis and biosynthesis of chlorophyll and antenna proteins at 28 hpi. Photosynthesis and biosynthesis of chlorophyll were also downregulated in *Arabidopsis* inoculated with *B. cinerea* starting from 18 to 22 hpi, respectively (Windram et al., 2012).

#### Energy Production Was Transcriptionally Increased to Fuel the Defense

The defense response requires a lot of energy and this can be provided by the upregulation of β-oxidation of fatty acids, glycolysis, pyruvate metabolism, the PDH-bypass, acetyl-CoA biosynthesis, the TCA cycle and the γ-butyric acid (GABA) shunt (Bolton et al., 2008). Key genes of all these pathways were upregulated in our data. We found enrichment of the GO processes lipid metabolic process at 12 and 28 hpi, and acetyl-CoA biosynthetic process and KEGG pathway fatty acid degradation at 28 hpi in upregulated DEGs (Supplementary Tables 3, 4), and upregulation of genes involved in all conversions of the β-oxidation (Supplementary Figure 8 and Supplementary Table 6). Key regulatory points of the glycolysis [*PFK-1*, *hexokinase*, *phosphoglycerate mutase* (*PGM*)] were significantly upregulated (Supplementary Figure 9 and Supplementary Table 6). Our data shows significant upregulation of the transformation of pyruvate into acetyl-CoA by *PDH*, but also through the PDH-bypass that goes through *pyruvate decarboxylase* (*PDC*, 0/6), *aldehyde dehydrogenase* (*ALDH*, 2/10) and *acetyl-CoA synthethase* (2/2). This is confirmed by the overrepresentation of the GO term acetyl-CoA biosynthetic process in upregulated DEGs of 28 hpi (Supplementary Table 3). We suspect activation of the TCA cycle because of significant upregulation of *citrate synthase, aconitate hydratase* and *isocitrate dehydrogenase*. 

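The GDH gene MD01G1174400 had 532 ± 160 CPM in *Botrytis* inoculated and 12.1 ± 3.06 CPM in mock inoculated samples at 28 hpi, an LFC of 5.45 (SE 0.23, edgeR adjusted p = 2.9e-19). The glutamate decarboxylase gene MD16G1010800 had 60 ± 4.04 CPM against 0.251 ± 0.208 CPM and an LFC of 8.40 (SE 0.39, edgeR adjusted p = 8.9e-23). Of 14 GABA shunt genes, 12 were tested and 6 were DEGs, all of them upregulated, with 6 adjusted over the list alone and 6 by DESeq2, which also called 1 of the untested genes. With upper-quartile factors, 6 were called higher and 1 lower at 28 hpi. The DEGs are 1 of 6 tested GDH genes, 3 of 4 glutamate decarboxylase genes and both glutamate synthase genes.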

Lastly, upregulation of the GABA shunt is evident from significant upregulation of *glutamate dehydrogenase* (*GDH*) and *glutamate decarboxylase* (*GDC*). In conclusion, we demonstrated that on transcriptional level a clear activation of energy metabolism occurred in *B. cinerea* inoculated apples.

#### Secondary Metabolism Was Activated

Our results show strong activation of terpenoid biosynthesis, which is supported by overrepresentation in upregulated DEGs of isoprenoid metabolic process and terpenoid backbone biosynthesis at 12 hpi, sesquiterpenoid and triterpenoid biosynthesis at 12 and 28 hpi, and monoterpenoid biosynthesis and diterpenoid biosynthesis at 28 hpi (Supplementary Table 3). Terpenoids play a role in plant defense as phytoanticipins and phytoalexins. Our data shows clear activation of the cytosolic MVA pathway (Figure 3 and Supplementary Table 6) which points to biosynthesis of sesqui- and triterpenoids. This is supported by significant upregulation of *FPPS*, *FPPFT*, *SMO*, *(-)-germacrene D synthase*, *β-amyrin synthase* and *β-amyrin 28-monooxygenase*. The MVA pathway was also upregulated in the case of apple-*P. expansum* (Barad et al., 2016), tomato-*Colletotrichum gloeosporioides* (Alkan et al., 2015), lettuce-*B. cinerea* (De Cremer et al., 2013) and strawberry-*B. cinerea* (Xiong et al., 2018). Furthermore, ontogenic resistance in cucumber was linked to terpenoids and terpenoid glycosides in the peel (Mansfeld et al., 2017). *A. alternata* inoculated jujube displayed a red ring phenotype that contained the infection within. One pathway specifically upregulated in this red ring was terpenoid biosynthesis (Yuan et al., 2019). All of this evidence supports a prominent role of terpenoids in the defense response.

A common defense response in fruit is the activation of the phenylpropanoid pathway, e.g., apple-*P. expansum* (Vilanova et al., 2014), strawberry-*B. cinerea* (Xiong et al., 2018) and tomato-*C. gloeosporioides* (Alkan et al., 2015). This is confirmed in our samples by overrepresentation in upregulated DEGs of the GO term phenylpropanoid metabolic process at 0, 12 and 28 hpi, and KEGG pathway phenylpropanoid biosynthesis at 12 and 28 hpi (Supplementary Tables 3, 4). All four homologs of the key enzyme regulating this pathway, PAL, were strongly upregulated in our samples (Figure 4 and Supplementary Table 5). Furthermore, a lot of downstream enzymes in the pathway exhibited significant upregulation.

### Early Activation of the Mevalonate Pathway Correlated With Reduced Susceptibility

Analysis of correlations between gene expression and infection success revealed that the MVA pathway had a strong negative impact on infection success (Figure 5). Especially early activation of this pathway seems to be important. When comparing the progenitor of domesticated apple (*M. sieversii* PI613981) resistant to *P. expansum* with the susceptible domesticated apple cultivar “Royal Gala,” Ballester et al. (2017) found evidence that the early activation of defense responses was one critical factor for resistance. Vilanova et al. (2014) compared the defense of apple in response to a compatible (*P. expansum*) and incompatible (*P. digitatum*) pathogen. Their results showed that in the incompatible interaction, the phenylpropanoid pathway was upregulated faster and stronger. Furthermore, previous research of us has found a link between cell density and resistance in apple, possibly due to a correlation with biosynthetic capacity; meaning, fruit with a higher cell density may be able to mount a larger defense response in a given time (Naets et al., 2019). All this evidence indicates timing and magnitude of defense responses plays a key role in effective defense, and that, in the case of apple-*B. cinerea*, there is an important role for the MVA pathway.

### Ethylene Signaling Affects Secondary Metabolism Needed for Defense

It is generally accepted that resistance against necrotrophs is modulated by JA/ET signaling (Pieterse et al., 2012; Bürger and Chory, 2019). We subjected apples to two treatments that can impact the ET component. 1-MCP is an ET perception inhibitor that strongly binds the ET receptor without activating it. Heat treatments can inactivate *ACS* and *ACO* which are heat labile, and even impact ET signaling by either inactivation of the receptors or affecting the downstream signaling (Lurie, 1998). For 1-MCP, this is confirmed by a significant reduction in *ERF1* expression in peel at 12 and 29 w and in flesh at 12 w. HWD5 did not significantly affect *ERF1* expression, but did significantly reduce *MPK3* and *MPK6* expression in peel tissue at harvest. *MPK3* and *MPK6* play a role in *Botrytis*-induced ET biosynthesis, but also in downstream activation of ET responsive genes (Jagodzik et al., 2018). *PAL1*, *SMO1*, and *SMO2* were tested as key genes for the phenylpropanoid and terpenoid biosynthesis. Both 1-MCP and HWD5 significantly affected expression of *PAL1* and *SMO1*, demonstrating that ET likely plays a role in regulating both pathways.

Both 1-MCP and HWD5 significantly increased lesion diameters 96 hpi and this for all tested time points throughout CA storage. Resistance against *B. cinerea* in *Arabidopsis* has been linked to the ability to confine the infection by cell wall modifications using hydroxycinnamates and monolignols. This defense response was mediated by ET (Lloyd et al., 2011). Therefore, increased susceptibility in 1-MCP treated fruit could be a result of a lessened ability to confine the pathogen due to the significant reduction in *ERF1* and *PAL1* expression. *PAL1* was also significantly lowered in peel tissue of HWD5 treated fruit at harvest, but not at 29 w. It is possible that this resulted in a lower amount of PAL1 proteins, even after expression levels recovered. Both 1-MCP and HWD5 resulted in significantly lower expression of *SMO1* in peel tissue at each time point. The log_2_ reduction in peel tissue of 1-MCP treated fruit was -0.8 ± 0.29 and -1.61 ± 0.25 at 12 and 29 w, respectively, and in peel tissue of HWD5 treated fruit was -0.43 ± 0.15 and -0.62 ± 0.19 at harvest and 29 w, respectively. This difference in effect size could then also explain the difference in susceptibility increase. In practice *B. cinerea* can cause latent infections of flowers that then develop later during storage and fruit ripening (Dean et al., 2012), is able to directly infect fruit in the orchard *via* natural openings, operates as wound pathogen taking opportunity of wounds caused by insects, birds or postharvest handling (Droby and Lichter, 2007; Carisse, 2016), and can spread from fruit to fruit in the storage room in what is called nest rot (Snowdon, 1990). It can be expected that these different infection pathways, fruit maturity at infection, and disease development conditions may have their impact on these results.

## Conclusion

In this work we presented an RNAseq study of *B. cinerea* inoculated apple. We demonstrate that drastic reprogramming occurs upon inoculation with differential expression of 28.9% of expressed genes. Part of this was a complete transcriptional reprogramming of the metabolism with a downregulation of photosynthesis and an upregulation of energy and secondary metabolism. Here we provided evidence of a correlation between an early activation of the mevalonate pathway that synthesizes precursors for terpenoids and reduced susceptibility. Further evidence for the importance of terpenoids in the defense response is provided by treating fruit with 1-MCP or HWD5. These treatments impacted ET perception and signaling, potentially related with the observed significantly larger lesions at 96 hpi. We demonstrated a significant reduction for both treatments in *SMO1* expression in peel tissue, a key gene in terpenoid biosynthesis. This evidence points to an important impact of terpenoid biosynthesis coordinated by ET signaling on apple defense against *B. cinerea*.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE195841.

## Author Contributions

MN: substantial contribution to conception and design, execution, analysis, and interpretation. WV: substantial contribution to acquisition of the data of the work. WG, PV, and BN: substantial contribution to analysis of the data. WK and AG: substantial contribution to design and interpretation. BD: substantial contribution to interpretation. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Time Is of the Essence—Early Activation of the Mevalonate Pathway in Apple Challenged With Gray Mold Correlates With Reduced Susceptibility During Postharvest Storage
**Source:** Front Microbiol. 2022 May 12;13:797234. doi: 10.3389/fmicb.2022.797234
**Supplement:** Supplementary file 11

**Supplementary Figure 1:** Example of an inoculated and sampled ‘Jonagored’ apple from the RNAseq experiment.

**Supplementary Figure 2:** Scatter plots of replicate ‘Jonagored’ samples of 0 hpi. Each point represents the regularized log transformed count of a gene for both samples. C: Control; M: Mock inoculated; I: Botrytis inoculated; 00: 0 hpi; A1-3: Replicate 1-3.

**Supplementary Figure 3:** Scatter plots of replicate ‘Jonagored’ samples of 1 hpi. Each point represents the regularized log transformed count of a gene for both samples. C: Control; M: Mock inoculated; I: Botrytis inoculated; 01: 1 hpi; A1-3: Replicate 1-3.

**Supplementary Figure 4:** Scatter plots of replicate ‘Jonagored’ samples of 12 hpi. Each point represents the regularized log transformed count of a gene for both samples. C: Control; M: Mock inoculated; I: Botrytis inoculated; 12: 12 hpi; A1-3: Replicate 1-3.

**Supplementary Figure 5:** Scatter plots of replicate ‘Jonagored’ samples of 28 hpi. Each point represents the regularized log transformed count of a gene for both samples. C: Control; M: Mock inoculated; I: Botrytis inoculated; 28: 28 hpi; A1-3: Replicate 1-3.

**Supplementary Figure 6:** Significantly enriched (a) GO terms of biological processes and (b) KEGG pathways in ‘Jonagored’ apples inoculated with *B. cinerea*. The test set consists of up regulated DEGs determined by DESeq2 and the reference set consists of all genes with an average expression of at least 1 tpm in all control and mock samples.

**Supplementary Figure 7:** Overview of the regulation of hormone signaling pathways in ‘Jonagored’ apple inoculated with *B. cinerea*, and their interactions. ABA: Abscisic acid; NCED1: 9-Cis-epoxycarotenoid dioxygenase 1; AAO3: Abscisic aldehyde oxidase; ABA8H: ABA 8’-hydroxylase; PYR/PYL: ABA receptor PYR/PYL family; PP2C: Protein phosphatase 2C; SnRK2: Serine/threonineprotein kinase SRK2; ABF: ABA responsive element binding factor; MYC: Transcription factor MYC; JA: Jasmonic acid; LOX: Lipoxygenase; AOS: Allene oxide synthase; AOC: Allene oxide cyclase; OPR3: 12-Oxo-cis-10,15-phytodienoic acid reductase; OPCL1: 3-Oxo-2-(cis-2’-pentenyl)-cyclopentane-1-octanoic acid-8:0 CoA ligase; JAAH: Jasmonoyl-L-amino acid hydrolase; COI1: Coronatine insensitive 1; SCFCOI1: Skp, Cullin, F-box containing complex bound with COI1; JAZ: Jasmonate zim domain protein; ET: Ethylene; ACS1/2/6: 1-Aminocyclopropane-1-carboxylate synthase 1/2/6; ACO: 1-Aminocyclopropane-1-carboxylate oxidase; ETR: ET receptor; EIN3: ETinsensitive protein 3; ERF1: ET-responsive transcription factor 1; PAL: Phenylalanine ammonia-lyase; SA: Salicylic acid; NPR1: Nonexpresser of PR genes 1; TGA: TGACG binding factor 1; MPK4: Mitogen-activated protein kinase 4; 1-MCP: 1-Methylcyclopropene.

**Supplementary Figure 8:** Overview of the regulation of the β-oxidation of fatty acids in *B. cinerea* inoculated ‘Jonagored’ apples. Heat maps were constructed from genes with significant differential expression. The log2 fold change is relative to mock inoculation. ADH: Alcohol dehydrogenase; ALDH: Aldehyde dehydrogenase; TAG: Triacylglycerol.

**Supplementary Figure 9:** Overview of the regulation of the glycolysis in *B. cinerea* inoculated ‘Jonagored’ apples. Heat maps were constructed from genes with significant differential expression. The log2 fold change is relative to mock inoculation. G6P1E: Glucose-6P isomerase 1; PFK-1: Phosphofructokinase-1; FBP: Fructose 1,6-bisphosphate; GA3P: Glyceraldehyde 3-phosphate; DHAP: Dihydroxyacetone phosphate; GAPDH: GA3P dehydrogenase; 1,3BPG: 1,3-Bisphosphoglycerate; 3PG: 3-Phosphoglycerate; PGM: Phosphoglycerate mutase; 2PG: 2-Phosphoglycerate; PEP: Phosphoenolpyruvate; PEPC: PEP carboxylase; LDH: Lactate dehydrogenase; DAHP: 3-Deoxy-arabino-heptulonate 7-phosphate; PDH: Pyruvate dehydrogenase.

**Supplementary Figure 10:** Correlation of lesion diameter of the middle spot with the average of the outer two spots in *B. cinerea* inoculated ‘Jonagored’ apples. The blue line represents the 1:1 line and the red line the linear fit through the data (adjusted R^2^ = 0.78, pearson correlation = 0.884, p < 0.001). The gray area around the red line represents the standard error of the linear fit.

# Supplementary material for: Time Is of the Essence—Early Activation of the Mevalonate Pathway in Apple Challenged With Gray Mold Correlates With Reduced Susceptibility During Postharvest Storage
**Source:** Front Microbiol. 2022 May 12;13:797234. doi: 10.3389/fmicb.2022.797234
**Supplement:** Supplementary file 12

**Supplementary Table 1:** Primer sequences for RT-qPCR targets.

**Supplementary Table 2:** Sequencing information of all the samples.

**Supplementary Table 3:** GO enrichment analysis.

**Supplementary Table 4:** KEGG enrichment analysis.

**Supplementary Table 5:** Overview of genes involved in PTI. Whenever a gene exhibited significant differential expression, the LFC is displayed.

**Supplementary Table 6:** Overview of genes involved in primary and secondary metabolism. Whenever a gene exhibited significant differential expression, the LFC is displayed.

**Supplementary Table 7:** Overview of DESeq2 analysis results for all genes. For each gene, the LFC, *p*-value (pval), false discovery rate (FDR) is displayed for each time point studied for either the comparison of *Botrytis* inoculated with the control (I vs C) or with the mock (I vs M). If a gene was found to be significant, this was indicated with a ‘1’ and the direction of regulation (up or down) is then also displayed.

**Supplementary Table 8:** Relative abundance of compounds by GC-MS analysis. Identifications was done using NIST 17 Mass Spectral Library, but are not absolute.

**Supplementary Table 9:** Relative abundance of compounds by LC-MS analysis.

**Supplementary Table 10:** ANOVA results of RT-qPCR data.

How the deposited data were processed for this re-analysis (not part of the article)

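RNA of apple tissue was sequenced in 36 libraries, 3 for each of 3 treatments (*Botrytis* inoculated, mock inoculated and control) at each of 4 time points, 0, 1, 12 and 28 hpi. Each library is a pool of RNA from 3 independent experiments. The authors made stranded libraries for the Illumina NextSeq500 and removed adapter, low-quality, poly A/T, ribosomal and virus reads. They then aligned the remaining reads to the Golden Delicious apple genome and deposited the number of reads counted on each apple gene, as raw counts without normalization. The aligner and the counting tool are not named in the paper's text, so the handling of reads shared by similar genes is not known. The condition of each library was taken from its deposited label. Total counts per library ranged from 4903607 to 41516474, and precision is therefore lowest for genes with few counts in the smallest libraries. The read numbers of Supplementary Table 2 were used for the shares of *B. cinerea* and poly A/T reads.

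Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 12 groups, which left 27120 genes, and libraries were scaled with TMM factors. A quasi-likelihood model with 1 mean per group was fitted over all 36 libraries, and contrasts were tested within each time point: *Botrytis* inoculated against control, *Botrytis* inoculated against mock, and mock against control. The change against mock was also compared between 12 and 28 hpi and between 0 and 1 hpi. The Benjamini-Hochberg adjustment was made over all genes tested in a contrast, with a threshold of 0.05. A DEG was called in the first 2 contrasts in the same direction with an absolute log2 fold change against mock of at least 1, as in the notes of Table 2. CPM values use TMM factors. Standard errors were derived from the quasi-likelihood test, as the absolute log2 fold change divided by the square root of its F statistic. A fold change against a group without counts was bounded with 3 counts over the group.

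The lists of members of enzymes and protein families were read from Supplementary Tables 5 and 6, which also list members that the paper did not call. For 9 pathways, camera and fry of limma 3.58.1 were run on log2 CPM with a prior count of 2 and an inter-gene correlation preset at 0.01, with adjustment over 36 tests. Camera tests a set against all other genes, and fry tests the set by itself. The mean log2 fold change of an enzyme was weighted as in the methods, by the absolute sum of the differences of *Botrytis* inoculated from control and from mock inoculated samples, with CPM in place of TPM, because gene lengths were not used here. The PCA followed the methods, with the regularized log transformation of DESeq2 1.42.0 and the 500 most variable genes. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

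The genes named in the text were chosen by a rule. It takes the genes that the paper names by identifier or in its primer table and all members of the lists for the mevalonate pathway, PAL, CERK1, WRKY33 and ACS1/2/6. It adds the member of every other list with the largest absolute log2 fold change at 28 hpi among its DEGs. Last, it takes the 2 largest increases and the 2 largest decreases at 0, 12 and 28 hpi among DEGs whose *Botrytis* inoculated libraries lie beyond all other libraries of the time point. The fold changes of Supplementary Tables 5 and 6 were seen before the rule was written. At 0 hpi no decrease and at 12 hpi 1 decrease met it. Some results that the rule selects are not reported here.

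Alternatives to the processing were DESeq2, RLE and upper-quartile factors, no filter on low counts, a mean of at least 1 CPM, a model of the 9 libraries of a time point alone, the replicate number as a block, the group of poly A/T share (under 0.3% or not) as a covariate, mocks and controls of the same poly A/T group, libraries thinned to the smallest total, thresholds of 0.01 and 0.1, edgeR's glmTreat, other limits on the fold change, and leaving out each library in turn. For the set tests they were fry and an estimated correlation, for the PCA other transformations and 2000 genes, and for the enzymes unweighted means and all isozymes. The calls were also counted in other splits of the libraries.

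The pipeline was tested on simulated data with 200 changed genes and the spread and depth of the real libraries. At 0, 12 and 28 hpi, edgeR recovered 89.5, 87.5 and 87.5% of the changed genes in both comparisons and called at most 1 unchanged gene. The changed genes were few, had over 1 CPM in the controls and changed by more than 2-fold. The recovery therefore does not cover the scaling at 28 hpi or the low levels of the genes called at 0 hpi. In 10 simulated draws without differences, no gene was called in both comparisons. The reads themselves, *B. cinerea* genes, qPCR values and metabolites were not analysed here, because the count table holds apple genes only. GO and KEGG annotation was not used here either, and the sequences and positions of the named genes were not compared.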

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

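In this part, the splits of 6 libraries into 3 and 3 and the exchange of time labels were chosen after the first outcomes had been seen, and the other tests were set before.

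The change of *Botrytis* against mock inoculated samples differed between 12 and 28 hpi, by a direct test of the difference, for 4292 genes with a higher and 2091 genes with a lower log2 fold change at 28 hpi (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these 6383 genes, 4501 were called again with the poly A/T group of the libraries in the model, which argues against that difference between libraries as the whole cause. The *Botrytis* inoculated libraries of both time points belong to 1 poly A/T group, while the mocks do not. Swapping inoculated and mock labels within the time points gave as many calls in 9 of 60 splits, and exchanging time labels gave as many in 7 of 60, the real split included in each count. Neither count decides on chance, because many of these swaps leave a part of the difference between treatments in place. The other matching swaps of inoculated and mock labels gave 7388 to 8900 calls, more than the real split. Without 1 library, the number of calls stayed between 5316 and 6586. Progress of the infection between 12 and 28 hpi, over which the share of *B. cinerea* reads rose, is the biological explanation that the design gives, and it was not tested apart from time itself.

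Mock inoculated and control samples, whose direct comparison the paper does not report as a list of genes, differed at 1 hpi by 520 genes with higher and 5 with lower levels in mock inoculated samples, at 12 hpi by 918 and 91, and at 28 hpi by 1655 and 650. At 0 hpi, edgeR called 0 genes, with 850 at an unadjusted p under 0.05 and 0 by DESeq2. In splits of the 9 libraries of a time point into 3 groups of 3, as many genes were called in 2 of 60 splits at 1 hpi, 7 of 60 at 12 hpi and 12 of 60 at 28 hpi. Such splits mix *Botrytis* inoculated libraries into the groups. At 1 hpi the count therefore argues only against all 9 libraries being alike, and it does not decide on mock against control alone. At 12 and 28 hpi the count does not decide on chance, since the mixing adds calls of its own. In splits of the 6 mock and control libraries alone, only the real split gave as many at each of the 3 time points, which is 1 of 10 splits, and chance cannot be excluded with 10 splits. The most calls in another of these splits were 0, 0 and 85 at 1, 12 and 28 hpi.

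Technical differences were tested for mock against control at 28 hpi, where the controls were sequenced deeper in the median and all 3 belong to 1 poly A/T group, with 1 of the mocks in the other. Of the 2305 genes, 1611 were called again with the poly A/T group in the model and 1160 after thinning all libraries to the smallest total, so neither accounts for all of the calls, though about as many were lost as kept after thinning. Single libraries also moved this count, to 1301 without mock inoculated replicate 2, 4940 without mock inoculated replicate 3 and 1378 without control replicate 1. Wounding and the broth, which the mock inoculated apples received and the control did not, are the biological explanation that the design gives. They stay open as untested, since no sample was wounded without broth.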

How the results depend on the processing

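The settings that were chosen after seeing the data are upper-quartile factors for the named genes, the scalings for the medians of pathways, the alternatives for the differences between time points, and the rules of a 2-fold change in either or in both comparisons with DESeq2; all others, and the choice of groups, contrasts and thresholds, were set before the data were examined. Over 31 counts of genes, 679 of 724 values stayed within 1.5 times the reported count and 45 moved further. For the DEGs of 15 pathways, 597 of 600 values stayed and 3 moved. Of 468 values of 36 set tests, 451 kept their side of the threshold, 9 fell short of it and 8 passed it. Of 1330 log2 fold changes of 95 named genes and time points, 1303 kept their call against mock at an adjusted p under 0.05 and their direction, 25 lost this call and 2 gained it. Of the DEGs among them, 12 values fell under 2-fold, and 9 of these kept the call; 5 of the 12 came with upper-quartile factors. Over the PCA and the replicates, 5 of 18 values stayed within the spread, over the enzyme means 22 of 24, and over the number of expressed genes 3 of 3. For the medians of pathways, 69 of 90 values stayed within the spread and 21 moved. No called value changed its direction in any of these alternatives.

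At 0 hpi, the calls rested on few libraries and counts. With only the 9 libraries of the time point, 83 genes in place of 195 differed from the control, 15 in place of 68 from mock, and 15 in place of 62 were called in both comparisons, at least 2-fold. Against the control, 123 genes were called with thinned libraries, 103 at a threshold of 0.01 and 328 at 0.1. With glmTreat, 33 of the genes of 0 hpi passed. Without 1 library, the genes differing from the control were 76 (without *Botrytis* inoculated replicate 1) to 235, with 118 without control replicate 1 and 122 without control replicate 2. Those differing from mock were 35 (without mock inoculated replicate 3) to 127 (without mock inoculated replicate 1), with 38 without *Botrytis* inoculated replicate 1. Those called in both comparisons were 35 (without mock inoculated replicate 3) to 91 (without *Botrytis* inoculated replicate 3), with 36 without *Botrytis* inoculated replicate 1. Between mock and control, 0 to 8 genes were called (8 without mock inoculated replicate 1, 3 without mock inoculated replicate 2 and 1 without control replicate 2). Fewer libraries in the model leave less information on the spread, and the cause of the other changes was not tested.

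At 1 hpi, DESeq2 called 1 gene against mock in place of 0. The difference of the changes at 0 and 1 hpi gave 4 genes with thinned libraries in place of 0, and 0 to 25 without 1 library (25 without mock inoculated replicate 1 of 0 hpi, 13 without *Botrytis* inoculated replicate 3 of 0 hpi and 1 without mock inoculated replicate 2 of 1 hpi). At 12 hpi, glmTreat called 640 genes in place of 1215, and at 28 hpi 2871 in place of 4871, since it tests for more than a 2-fold change.

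At 28 hpi, the genes lower than in both other treatments moved most. With upper-quartile factors they were 9836 in place of 4284 (9848 in place of 4288 over all time points), and 3309 in place of 1161 with at least a 2-fold change (3310 over all time points). With the poly A/T group in the model they were 2617 (2623), and at a threshold of 0.01 they were 2500 (2501), or 720 (720) with at least a 2-fold change. With glmTreat, 74 lower genes passed (74), and 2878 genes of both directions in place of 4888 passed over all time points. With DESeq2 and a 2-fold change in either comparison, a rule chosen after seeing the values, there were 7366. Between mock and control at 28 hpi, 1301 (without mock inoculated replicate 2) to 4940 (without mock inoculated replicate 3) genes were called in place of 2305, with 1378 without control replicate 1. The cause of these changes was not tested beyond the scaling, which the part on other observations takes up.

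The labels of all groups use the same replicate numbers. With the replicate block, 64, 1218 and 4888 genes were called in both comparisons with at least a 2-fold change at 0, 12 and 28 hpi, against 62, 1215 and 4871. The numbers do not pair the samples: after removing group means, 198 pairs of libraries with the same number had a mean correlation of -0.00309 and 396 pairs with different numbers 0.00157.

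Without a limit on the fold change, 32 in place of 19 genes were called for calcium signaling and RBOH, 69 in place of 41 for glycolysis and PDH, and 21 in place of 8 for the TCA cycle, since the limit removes genes by construction. The medians of all 15 pathways at 28 hpi fell with upper-quartile factors along with that of all genes, and 4 of them changed sign: calcium signaling and RBOH from 0.32 to -0.01, the SA genes from 0.15 to -0.18, transcription factors from 0.20 to -0.13 and β-oxidation from 0.22 to -0.11. The medians of these pathways did not change in their 2 decimals with genes without a mock count set at their bound.

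For the set tests, the adjusted p of the mevalonate pathway at 0 hpi was 0.016 with camera, 0.25 with fry and 0.32 with an estimated correlation, and 0.008 to 0.11 without 1 library (0.11 without *Botrytis* inoculated replicate 3 and 0.08 without mock inoculated replicate 3). The estimated correlation also gave 0.088 in place of 0.00092 for the phenylpropanoid pathway at 0 hpi, 0.084 in place of 0.0012 for glycolysis at 1 hpi, and 0.092 in place of 0.0019 and 0.2 in place of 0.0075 for glycolysis and the TCA cycle at 12 hpi. With fry, β-oxidation at 12 hpi was at 0.00048 in place of 0.068. With the poly A/T group in the model, the phenylpropanoid pathway at 1 hpi was at 0.041 in place of 0.093. Without 1 library, it ranged from 0.016 (without *Botrytis* inoculated replicate 1) to 0.55, with 0.025 without mock inoculated replicate 3. JA biosynthesis at 1 hpi ranged from 0.025 (without *Botrytis* inoculated replicate 3) to 0.92, the recognition receptors at 1 hpi from 0.014 (without *Botrytis* inoculated replicate 3) to 0.58, glycolysis at 1 hpi from 0.00044 to 0.15 (without *Botrytis* inoculated replicate 1), the GABA shunt at 0 hpi from 0.043 (without *Botrytis* inoculated replicate 2) to 0.99, and β-oxidation at 12 hpi from 0.047 (without *Botrytis* inoculated replicate 3) to 0.1. The cause of these changes was not tested.

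In the PCA, the distance between *Botrytis* and mock inoculated samples at 0 hpi was 1.85 over 2000 genes in place of 2.6. At 12 hpi it was 6.54 with a variance-stabilizing transformation, 5.45 on log2 CPM and 4.91 over 2000 genes in place of 7.02, and at 28 hpi 16.2, 11.4 and 12 in place of 16.8. The lowest correlation between replicates was 0.976 on log2 CPM, 0.983 with a variance-stabilizing transformation and 0.981 over genes with at least 10 counts on average in place of 0.996, and the median 0.984, 0.989 and 0.991 in place of 0.998. Without weights, the mean change at 28 hpi was 2.04 in place of 2.87 for MVA kinase and 3.78 in place of 4.36 for PAL, since their genes of low level changed less. The cause of the other changes was not tested.

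The filter on low counts limits the genes that were tested: it removed 29 members that the paper lists as DEGs, which were called without it. The libraries of 1 hpi hold the smallest total, 4903607 counts, and thinning all libraries to it left 123 of 195 genes against the control at 0 hpi as a count.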

Differences from the paper's values

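The alternatives that use a 2-fold change in either or in both comparisons with DESeq2 were chosen after seeing the values, and all other alternatives named in this part were set before the data were examined.

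At 1 hpi, the paper lists 1 gene higher in *Botrytis* than in mock inoculated samples (Table 2), and edgeR called 0, with 1408 genes at an unadjusted p under 0.05. DESeq2 called 1, and the other alternatives, including each fit without 1 library, called 0.

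For genes lower than in mock inoculated samples at 12 hpi, the paper's number is 32, and edgeR called 52. The value was closer to the paper's with DESeq2 (32), no filter on low counts (42), a mean of at least 1 CPM (44), thinned libraries (39) and without *Botrytis* inoculated replicate 1 (36, the lowest without 1 library). It stayed apart with RLE factors (53), upper-quartile factors (142), only the 9 libraries of the time point (53), the number of the replicate as a block (53), the poly A/T group in the model (59), a threshold of 0.01 (12) or 0.1 (119) and without *Botrytis* inoculated replicate 2 (77, the highest).

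For genes at least 2-fold lower in both comparisons at 12 hpi, the paper's number is 0, and edgeR called 1, MD07G1294800. It was 0 with DESeq2, no filter on low counts, a mean of at least 1 CPM, a threshold of 0.01, glmTreat and without mock inoculated replicate 1. It was 1 with RLE factors, only the 9 libraries of the time point, the block, thinned libraries and a 2-fold change in both comparisons, 2 with upper-quartile factors and with the poly A/T group in the model, 4 with a threshold of 0.1, and up to 6 without *Botrytis* inoculated replicate 2.

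For genes with at least a 2-fold change at 1 or more time points, the paper's text gives 7489, and edgeR called 4888. The value was within 1.5 times the paper's with upper-quartile factors (6376), no filter on low counts (5510) and a threshold of 0.1 (5190). It stayed apart with DESeq2 (4986), RLE factors (4869), a mean of at least 1 CPM (4253), only the 9 libraries of each time point (4679), the block (4904), the poly A/T group (4411), thinned libraries (4317), a threshold of 0.01 (4322), glmTreat (2878) and a 2-fold change in both comparisons (4646). Counting genes called and at least 2-fold changed in either comparison gave 6930 with edgeR and 7366 with DESeq2, a rule chosen after seeing the values, which drops 29 and 0 of the 424 family members that the paper's lists give as DEGs. A 2-fold change in at least 1 of the comparisons for genes called in both gave 5772 with edgeR and 5809 with DESeq2, also chosen after seeing the values, and drops 30 and 1 of the 424. Table 2 of the paper itself gives 3876 higher and 899 lower genes, which DESeq2 gives exactly with a 2-fold change in both comparisons, chosen after seeing the values, and this drops 1 of the 424. The genes that the paper called outside these lists were not compared.

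The paper's average correlation between replicates is 98.8% with a standard error of 0.001%, and the mean of the same correlations computed here was 99.8%. It was 98.4% on log2 CPM, 98.9% with a variance-stabilizing transformation and 99% over genes with at least 10 counts on average, which differ from the paper's value by no more than the SD over the pairs.

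For acetyl-CoA acyltransferase 1, the paper lists 2 DEGs and edgeR called 1. It was 2 with DESeq2, the block and no limit on the fold change, up to 2 without 1 library, and 1 with the poly A/T group in the model. For 1,3-β-glucanase, the paper lists 1 DEG and edgeR called 0. It was 1 with DESeq2, the poly A/T group and no limit on the fold change, 1 in a fit without 1 library, and 0 with the block. For basic endochitinase B, the paper lists 1 DEG and edgeR called 2. It was 1 with DESeq2 and without *Botrytis* inoculated replicate 1 of 12 hpi, and 2 with the poly A/T group, the block and no limit on the fold change.

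Of 616 fold changes in the lists of Supplementary Tables 5 and 6, 584 belong to tested genes. DESeq2 gave the same log2 fold change, within 0.001, for 575 of the 616. Of the other 41, 40 are NAC genes, and each of these 40 values equals the value of another NAC gene computed here, so the values of this family are listed in another order than its genes. The remaining 1 is the chitinase gene MD01G1212900, with a log2 fold change of 1.00 in the paper and 3.60 here by DESeq2. Against edgeR, 36 of the values differ by more than the standard error or in sign, of which 33 are NAC genes, and 12 have the opposite sign, all of them NAC genes. The peroxidase gene MD11G1061400, listed in 2 tables, has 4.96 in the paper and 4.48 here by edgeR, and DESeq2 gave the paper's value.

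Of 424 members that the paper's lists give as DEGs, 392 were DEGs here as well. Of the other 32, 29 had too few counts to be tested and were called without a filter on low counts. The other 3, named after their values were seen, are MD06G1073900 (acetyl-CoA acyltransferase 1) and MD09G1081400 (1,3-β-glucanase), which were called but changed less than 2-fold, and the CNGC gene MD07G1248200, which was not called. All 32 were DEGs by DESeq2. The paper's discussion counts 12 upregulated WAK genes and its results count 17, and 17 were DEGs here.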

Other observations

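In this part, the tests of fungal RNA, of carry-over from 28 hpi and of the poly A/T group at 0 hpi, the test of the poly A/T group for the calls in both comparisons at 28 hpi, the share of the 10 most counted genes, and the splits that take 3 of 9 libraries as inoculated, exchange time labels or use 6 libraries were chosen after the results had been seen, and the other tests were set before.

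The 62 genes called at 0 hpi, within minutes of inoculation, did not differ at 1 hpi and were mostly higher again at 28 hpi. The paper reports DEGs at 0 hpi and none at 1 hpi, but its text does not follow the genes of 0 hpi over the later time points. Splits of the 9 libraries of 0 hpi into 3 groups of 3 gave as many calls in 1 of 60, the real split, and taking any 3 of the 9 libraries as inoculated gave as many in 1 of 84, with at most 5 in another choice, so chance is excluded. The tables argue against several technical explanations. RNA of the conidia counted on apple genes would leave the genes as high at 1 hpi, where the median share of *B. cinerea* reads was 0.0354% against 0.0281% at 0 hpi, but 5 of the 62 were at least 2-fold and 16 at all higher than in mock inoculated samples at 1 hpi. Carry-over from the libraries of 28 hpi would bring their other abundant genes at the same share. The 161 genes with over 50 CPM in those libraries and under 0.5 CPM in mock and control samples of 0 hpi stood, in the *Botrytis* inoculated samples of 0 hpi, at 0.333% of their 28 hpi level, against 4.7% for 32 of the called genes with low levels in mock and control samples. Carry-over from 12 hpi is excluded for most of the genes, since 38 of the 62 were higher at 0 than at 12 hpi, and 206 genes with over 5 CPM at 12 hpi, chosen in the same way, stood at 2.58% of their level there. A difference between poly A/T groups is excluded by the libraries, since all 9 of 0 hpi belong to 1 group. No 1 library made all the calls: 35 of the same genes were called without mock inoculated replicate 3, 36 without *Botrytis* inoculated replicate 1 and 42 without mock inoculated replicate 2, the lowest of the 9 fits.

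A candidate explanation for these genes that stays open is other tissue, or wound tissue of an age not sampled, in the pools of 0 hpi. The levels argue against mock inoculated wound tissue of 1, 12 or 28 hpi. Over the 62 genes, the highest median of a mock inoculated library was 1.97 CPM, in replicate 1 of 28 hpi. The *Botrytis* inoculated libraries 1, 2 and 3 of 0 hpi had medians of 9.47, 5.91 and 2.61 CPM, and they have no order in time. The candidate predicts 1 common order of these 3 libraries, and 57 of the 62 genes (91.9%) had the same order among 6 possible ones. The most common order held 24.7% of the genes called at 12 hpi and 43.8% at 28 hpi. A true early response of differing strength among the pools would give the same pattern, and the shares of *B. cinerea* reads in these libraries, 0.0281, 0.0198 and 0.0324%, do not follow the order of the genes. A mix-up of single apples within a pool was not tested.

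A difference of the changes against mock between 0 and 1 hpi was not shown: edgeR called 0 genes, with 1906 at an unadjusted p under 0.05. The splits decide nothing here, since any split gives at least 0 calls (60 of 60 with labels swapped within time points and 60 of 60 with time labels exchanged). Over the 62 genes alone, 44 passed when adjusted over the list alone, with a median difference of 4.53 on the log2 scale, but the genes were chosen for their change at 0 hpi and the count is not independent evidence.

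The calls in both comparisons at 12 hpi were matched in 4 of 60 splits of the 9 libraries, so this count does not exclude chance. Of the other 3 splits, 2 keep the *Botrytis* inoculated libraries together and so hold the difference under test, and in the third 5 of 1276 calls were higher. Of the choices of 3 libraries as inoculated, 2 of 84 gave as many, which excludes chance. The other choice gave 1221, of which 5 were higher. At 28 hpi, 2 of 60 splits and 1 of 84 choices gave as many, so chance is excluded there by these counts. At 1 hpi the 530 genes between *Botrytis* inoculated and control samples were matched in 1 of 60 splits. These splits mix mock inoculated libraries into the groups, so this count argues only against all 9 libraries being alike. In splits of the 6 *Botrytis* inoculated and control libraries of 1 hpi alone, 1 of 10 gave as many. Chance cannot be excluded with 10 splits, where another split called at most 1 gene.

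For the 10621 genes called in both comparisons at 28 hpi, the tables argue against 3 technical explanations as the whole cause. With the poly A/T group in the model 7288 were called again in the same direction. Against mocks and controls of the same poly A/T group, 8403 were called again. No control of 28 hpi belongs to that group, so all of these controls and part of the mocks came from other time points. The 8403 calls therefore mix treatment with time, and they do not decide on the poly A/T group by themselves. A difference in depth left 8372 after thinning. Fungal reads counted on apple genes would rank the 3 libraries as their *B. cinerea* reads do in the genes found only there. This order was seen in 10 of 64 such genes (15.6%), close to the share that 6 equally frequent orders would give.

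The majority of higher genes at 28 hpi is open to the scaling of the libraries. Higher genes made up 59.7% of the calls in both comparisons with TMM factors, 62.6% with RLE factors and 64.5% with DESeq2, but 31% with upper-quartile factors. The TMM factors of the *Botrytis* inoculated libraries of 28 hpi were 0.69 to 0.76. A few genes do not account for these factors: the 10 most counted genes took at most 7.63% of the counts of such a library, while its factor was at least 16.3% under those of the mock and control libraries. Which factors are right stays open, and the count table holds no spike-in that would tell.

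For the genes of the mevalonate pathway, a rise against mock within the first hour cannot be told apart from no change. The set passed camera at 0 hpi (0.016) and not fry (0.25), with a median log2 fold change of 0.10 and 13 of 17 genes higher, and at 1 hpi it had an adjusted p of 0.99 with 7 of 17 genes higher. The outcome at 0 hpi also changed without *Botrytis* inoculated replicate 3 (0.11) or mock inoculated replicate 3 (0.08). The early time points are of interest because the paper relates lesion size to the levels of these genes there, a relation that was not analysed here.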
